# Genetic Signatures From RNA Sequencing of Pediatric Localized Scleroderma Skin

**DOI:** 10.3389/fped.2021.669116

**Published:** 2021-06-07

**Authors:** Emily Mirizio, Christopher Liu, Qi Yan, Julia Waltermire, Roosha Mandel, Kaila L. Schollaert, Liza Konnikova, Xinjun Wang, Wei Chen, Kathryn S. Torok

**Keywords:** localized scleroderma, morphea, pediatric rheumatology, bulk RNA sequencing, inflammation

## Abstract

The purpose of this study was to explore the skin transcriptional profile in pediatric localized scleroderma (LS) to provide a better understanding of the altered immune and fibrotic pathways promoting disease. LS is a progressive disease of the skin and underlying tissue that causes significant functional disability and disfigurement, especially in developing children. RNA sequencing (RNAseq) technology allows for improved understanding of relevant cellular expression through transcriptome analysis of phases during LS disease progression (more active/inflammatory vs. inactive/fibrotic) and also permits the use of RNA extracted from existing paraffin-embedded skin tissue, which is important in pediatrics. A strong correlation was observed between the comparison of genes expressed between fresh (RNAlater) and paraffinized skin in healthy and LS subjects, supporting the use of paraffinized tissue. LS gene signatures compared to healthy controls showed a distinct expression of an inflammatory response gene signature (IRGS) composed of IFNγ-, IFNα-, and TNFα-associated genes. GSEA^©^ enrichment analysis showed that the IRGS, including interferon-inducible chemokines such as CXCL9, CXCL10, CXCL11, and IFNγ itself, was more highly expressed in LS patients with more inflammatory lesions. The use of paraffinized skin for sequencing was proven to be an effective substitute for fresh skin by comparing gene expression profiles. The prevalence of the IFNγ signature in the lesion biopsies of active LS patients indicates that these genes reflect clinical activity parameters and may be the promoters of early, inflammatory disease.

## Introduction

Localized scleroderma (LS), also known as morphea, is an autoimmune disease characterized by skin fibrosis and subsequent atrophy (typically in bands along the lines of Blaschko) in the absence of vascular and internal-organ involvement, with an annual incidence of 1–3 per 100,000 children (1). LS progression is biphasic, with an inflammatory active phase that is followed by a fibrotic damage phase distinguished by inflammatory infiltrate of the skin, collagen deposition, and subsequent thickening of the deep dermis and subcutis, respectively (2). Clinically, active disease is defined by cutaneous features, such as erythema, skin thickening, new lesions, and lesion expansion, all captured by validated cutaneous clinical outcome measures including the modified Localized Scleroderma Skin Severity Index (mLoSSI) and Physician Global Assessment of Activity (PGA-A) (3–5). Since juvenile LS presents during development (mean age of onset 8 years) and can persist for many years (mean disease duration of 13.5 years) (6), morbidity can be substantial. A recent review of 259 LS patients in the Childhood Arthritis and Rheumatology Research Alliance (CARRA) registry found that 38% had musculoskeletal damage and 25% had limited functional capacity (Figures 1A,C) (7). Damage is most prevalent in linear scleroderma, the pre-dominant juvenile LS subtype (60%) (8, 9).

**Figure 1:**
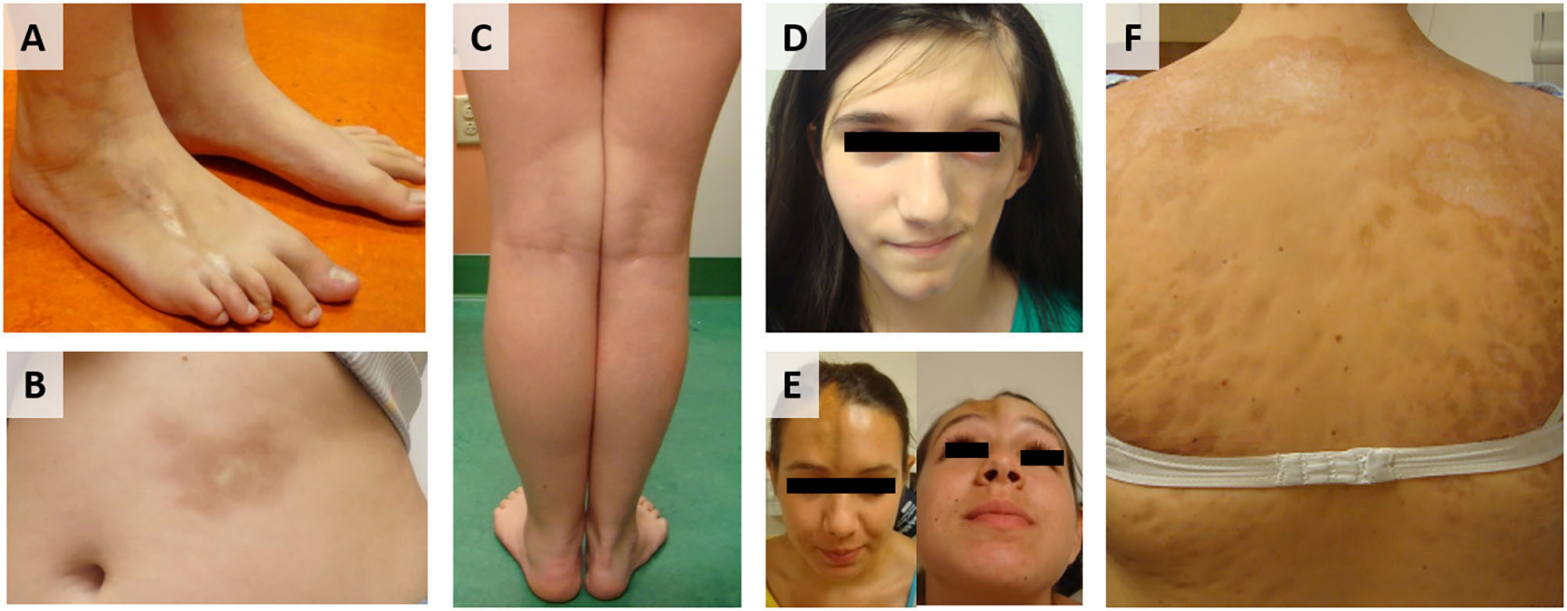
Juvenile Localized scleroderma (LS) subtypes: **(A)** Linear leg lesion with atrophy of the third toe, **(B)** Circumscribed plaque morphea lesion trunk, **(C)** Linear limb lesion with subsequent atrophy and limb length discrepancy, **(D)** LS of the head leading to hemi facial atrophy (Parry Romberg Syndrome), **(E)** LS of the head with en coupe de sabre (ECDS) linear depression forehead/skull, **(F)** Generalized morphea with hyperpigmentation and central sclerosis of lesions.

Biologically, active disease components are still being unraveled. The exact pathogenesis is unclear; however, translational peripheral blood and skin studies in LS support a predominance of CD4+ T cells, macrophages, fibroblasts, and TH1- and IFNγ-associated chemokines/cytokines (10). There is significant elevation of circulating CD4+ IFNγ + T cells (TH1) during active disease (2), along with IFNγ-related proteins CXCL9 [monokine induced by gamma interferon (MIG)] and CXCL10 [interferon gamma-induced protein 10 (IP-10)]. Both CXCL9 and CXCL10 were also present in active LS skin lesions within the perivascular lymphocytic infiltrate of the papillary and reticular dermis. CXCL9 also stained in close approximation to both CD4+TH cells and macrophages (11), suggesting potential interaction between lymphocytes and macrophages via IFNγ chemokine signaling. Overall, these interactions may synergistically promote fibroblasts to increase collagen expression in LS, leading to increased collagen deposition, and fibrosis.

Abrogating the inflammatory response during active LS is critical for limiting disease progression and damage; therefore, further identification of cellular components and molecules involved is paramount. A large-scale, unbiased approach to studying dysregulated IFNγ-mediated pathways and to identify additional pathways involved in LS is now available using large-scale next-generation sequencing (NGS), which is an unbiased method that provides a detailed exploration of dysregulated LS pathways (12). The purpose of this investigation is to further evaluate the LS skin transcriptome using RNA sequencing (RNAseq) to identify up- and downregulated pathways and serve as a platform for future mechanistic studies.

Traditionally, NGS techniques including RNAseq have employed fresh or fresh-frozen (FF) samples rather than formalin-fixed, paraffin-embedded (FFPE) samples due to the potential for degradation, with decreased exonic reads and increased intronic reads with FFPE samples (13). However, more recent studies of other human tissue, including brain, endometrial, lung, and breast cancers (14–22), demonstrated that FFPE samples stored for up to 32 years have been successfully analyzed with RNAseq, introducing the potential for future NGS analysis of widely available archival FFPE samples (23). FFPE samples are more readily available for children who have undergone a diagnostic biopsy, and eliminate the need for a separate research procedure. To our knowledge, skin FFPE vs. FF RNA and sequencing integrity have not been reported. Therefore, our initial goal was to examine the RNA integrity in FFPE skin, followed by RNAseq of LS and healthy FFPE skin specimens to study the differentially expressed genes of the LS transcriptome and their associated pathway(s) analyses.

## Methods

### Clinical Specimens

After obtaining written informed consent, samples for LS subjects were collected through the National Registry for Childhood Onset Scleroderma (NRCOS, IRB #PRO11060222) and healthy controls through IRB #PRO12040127. Accompanying clinical measures and outcome data associated with the subjects' specimens were extracted from these registries. Demographic variables included sex, race, and age at sample visit. Healthy controls were age and sex matched with a 3:1 ratio. Additional clinical variables for LS subjects included LS disease subtype, number of affected body sites, and validated measures of disease activity and severity, which included the Localized Scleroderma Cutaneous Assessment Tool (LoSCAT) and physician global assessments (24, 25). The LoSCAT includes the modified Localized Scleroderma Skin Index (mLoSSI) which quantifies cutaneous disease activity (24). The mLoSSI and the physician global assessment of activity (PGA-A) are the core variables defining disease activity in LS (24) and have been found to be responsive to change (26). The PGA-A is graded on a 100-mm analog scale and includes consideration of the following cutaneous variables: new lesions within the previous month, erythema/violaceous color at the border of the lesion, and skin thickening/induration at the border of the lesion. Patients with mLoSSI > 3 and PGA-A > 10 were considered to have active disease; those with lower scores were considered clinically inactive with a PGA-A and mLoSSI score of 0 (2, 24). Physician documentation of overall judgment of disease state (active/inactive) was also obtained at the study visit.

### RNA Extraction and Sequencing

RNA was extracted from paraffin-embedded skin and a subset of these subjects that had accompanying FF skin collected at the same time which was RNAlater preserved (*n* = 2 LS, *n* = 2 healthy) using the Qiagen AllPrep® DNA/RNA FFPE (Qiagen #80234) and the Qiagen RNeasy Mini (Qiagen #74014) extraction kits, respectively. RNAs were quantified using a Nanodrop ND-100 Spectrophotometer (Nanodrop Technologies, Wilmington, USA) and a 2100 Bioanalyzer (Agilent RNA 6000 Nano Kit, Waldbronn, Germany). Extracted RNA samples were only sequenced if they had a %DV200 (percentage of RNA fragments > 200 nucleotides) (27) >30% for FFPE samples and an RNA integrity number of ≥8 for RNAlater samples to ensure quality control.

Extracted RNA was prepared for sequencing using the Illumina HTS TrueSeq Access library preparation and sequenced on the Illumina NextSeq 500. FastQ files were generated via llumina bcl2fastq2 (Version 2.17.1.14—http://support.illumina.com/downloads/bcl2fastq-conversion-software-v217.html) starting from.bcl files produced by the Illumina NextSeq sequencer. The quality of individual sequences was evaluated using FastQC software (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/).

### RNA and Pathway Analyses

Paired-end RNA sequencing data was aligned using STAR (https://github.com/alexdobin/STAR/releases) and quantified using HTseq (https://htseq.readthedocs.io/en/release_0.11.1/). The human genome reference used for the alignment was hg38—Ensembl Transcripts release 93. Expressed transcripts per sample were evaluated imposing a minimum threshold of five counts per gene to consider it as expressed. Differential expression analysis for all transcripts was performed with the R package DESeq2 (http://bioconductor.org/packages/DESeq2). Genes were analyzed for differences between subject groups using differentially expressed gene (DEG) cutoffs of log2fold change > ±2.5, adjusted p <0.05, counts per gene > 20%, and a false discovery rate (FDR) cutoff of <0.1.

Gene enrichment analysis was performed on significant DEGs between subject groups. Enrichment software (GSEA^©^) with Broad Institute Hallmark gene lists was used to determine whether DEGs between subject groups show statistically significant overrepresentation in a set of genes and any association with disease phenotypes. Gene Ontology (GO) analysis for biological processes, cellular components, and molecular function was also used. PCA and hierarchical clustering of log_2_-transformed fragments-per-kilobase-per-million (FPKM) data were performed using Partek® software. Data was clustered linearly mean centered using Euclidian distance. Color scales were adjusted for presentation purposes. LS clinical subtype data (active/inflammatory vs. stable/disease damage) was applied to these clustering techniques.

### RNAScope® and Immunofluorescent Staining

The location of transcripts of interest from DEG and pathway analyses was analyzed in skin specimens. Formalin-fixed paraffin-embedded biopsies of two LS patients and two healthy controls were used for dual ISH (*in situ* hybridization) and immunofluorescence (IF) multicolor staining. Advanced Cell Diagnostics (ACD) (Newark, CA) RNAscope® LS Multiplex Fluorescent Assay Combined with IF was used. The assay was performed on 3-μm-thick sections using RNAscope® probes targeting CXCL9 (Cat No. 440161), IFNγ (Cat No. 310501-C2), CXCR3 (Cat No. 539251), and CD3 (Cat No. 599391-C2) which were developed by ACD and used according to the manufacturer's recommendations. For IF, primary antibodies against human CD163 as well as appropriate secondary antibodies were used. For multicolor fluorescence microscopy, sections were sequentially stained using the tyramide fluorescence assay. An example is incubation with primary anti-CD163 (clone 56C6; 1:50; Leica MS, Wetzlar, Germany), which was followed by horse anti-rabbit secondary with tyramide Cy5 amplification (PerkinElmer, Waltham, MA). Endogenous peroxidase was blocked with normal horse serum (Sigma-Aldrich, Saint Louis, MO) in Tris-buffered saline (TBS) with bovine serum albumin (BSA). 4′,6′-Diamidino-2-phenylindole (DAPI) counterstaining was performed to visualize the tissue structure. Fluorescence images were recorded using an Echo Revolve fluorescence microscope with filter combinations, specifically DAPI, Cyanine3, and Cy5. The total numbers of RNA and protein-positive cells were counted using ImageJ software (NIH, Bethesda, MD) at ×40 magnification. One slide per sample was stained, and at least three representative images were analyzed per tissue section.

### Statistical Analysis

Sequencing analyses included R package DESeq2 for DEG analyses and GSEA, GO, and Partek® for pathway analyses of DEGs of interest, with cutoffs for significance as mentioned above. Spearman's correlation coefficient analyses were performed to investigate the relationship between gene expression and clinical measures using GraphPad Prism (Version 7.0e, La Jolla, CA, USA). ImageJ software (NIH, Bethesda, MD) was used to count the number of stained transcripts in RNAscope® analyses with % difference between sample type run in GraphPad Prism (Version 7.0e, La Jolla, CA, USA).

## Results

The integrity of RNA extracted from FFPE compared to FF skin was compared for paired samples. 

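RNA from 4 donors was analyzed in pairs of libraries, 1 from FFPE skin and 1 from skin collected at the same time and kept in RNAlater, a solution that stabilizes RNA without fixation. Of these donors 2 were healthy (H2 and H3) and 2 had generalized morphea (L1 and L2). The libraries were prepared with a kit that captures coding RNA with probes. The authors aligned the reads to hg38 with STAR, quantified genes with HTSeq and deposited FPKM, a count of fragments scaled to the length of the gene and the size of the library, rounded to 2 decimals. How the gene lengths behind FPKM were obtained is not stated. Each library lists the same gene symbols. Counts were not used here, so the depth of a library is known only from its low FPKM values. For olfactory receptor genes, which are near 0 in these libraries, the most frequent low value lay between 0.04 and 0.1 FPKM in the RNAlater libraries. It was 0.05 FPKM in the FFPE library of L2 and could not be read in the other FFPE libraries of these donors, which list fewer such genes. The number of genes above 0 FPKM was 16591 in the FFPE and 17723 in the RNAlater library of H2, 14415 and 18200 for H3, 15307 and 18193 for L1, and 18414 and 17408 for L2. Rows for small nucleolar RNAs held between 56.3 and 65.6% of the FPKM total of an RNAlater library, against 81.6% in the FFPE library of H2, 90.0% for H3, 77.7% for L1 and 76.5% for L2, so a total of FPKM does not scale with depth. An FPKM of exactly 0 may stand for a gene without reads or for a value that was not estimated. Comparisons across genes were made on FPKM as deposited or on log2(FPKM + 0.1).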

FastQC data results for RNA extracted from fresh frozen (RNAlater preserved) and paraffinized FFPE skin in healthy (*n* = 2) and LS (*n* = 2) subjects were comparable for measurements of RNA quality, such as total reads and read coverage (Table 1). Once sequenced, FF and FFPE samples were almost indistinguishable and downstream alignment revealed that 92% of mapped genes were conserved between sample types of paired samples (Figure 2A). 

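The methods take a gene as expressed from 5 counts on. Counts were not used here, and a gene was taken as detected above 0 FPKM. Genes detected in both libraries of a donor made up 83.05% ± 6.32 (SD, n = 4 donors) of the genes detected in either. The value was 85.9% in H2, 75.5% in H3, 80.8% in L1 and 90.0% in L2. H3, the lowest, had the fewest genes in its FFPE library. A threshold of 0.1 FPKM gave 85.1% ± 5.49 (SD, n = 4) and a threshold of 1 FPKM gave 82.8% ± 6.22 (SD, n = 4). Counting the genes that were detected in both or in neither library, as a share of all genes listed, moved the value most, to 88.0% ± 4.43 (SD, n = 4). The 0.1 FPKM threshold and the count of both or neither raised the value in each of the 4 donors. The spread between donors does not measure such a shift within donors. With the threshold of 1 FPKM the value rose in H3, L1 and L2 and fell in H2.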

Gene count data for FF and FFPE paired samples correlated significantly with a correlation coefficient of 0.91 (*p* ≤ 0.0001; Figure 2B). FPKM-normalized data correlated even better with a correlation coefficient of 0.94 (not shown). 

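Spearman's rho between the FPKM of the FFPE and the RNAlater library of a donor, across the genes detected in both, was 0.848 ± 0.109 (SD, n = 4 donors). It was 0.867 in H2, 0.704 in H3, 0.853 in L1 and 0.967 in L2. Genes are not independent replicates, so no p-value is given across them. With the 4 donors averaged before the correlation, rho was 0.941. Across all genes listed, most of the added genes being at 0 in both, it was 0.905 ± 0.0535 (SD, n = 4), and across genes of at least 1 FPKM in both libraries 0.790 ± 0.115 (SD, n = 4). An FFPE library paired with the RNAlater library of another donor gave a mean rho of 0.839, between 0.676 and 0.968. The same-donor pairing had the highest mean of the 24 possible pairings (exact permutation test, one-sided, p = 0.0417, the smallest p that 4 donors allow), by a margin smaller than the differences between FFPE libraries. Taken singly, only the FFPE library of H3 had its highest rho with its own donor. That of H2 had its lowest there, 0.8674 against 0.8754 to 0.8845 with the other donors. Those of L1 and L2 were slightly nearer to the RNAlater library of H3, at 0.8546 against 0.8533 and 0.9683 against 0.967.

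**Figure D1:**
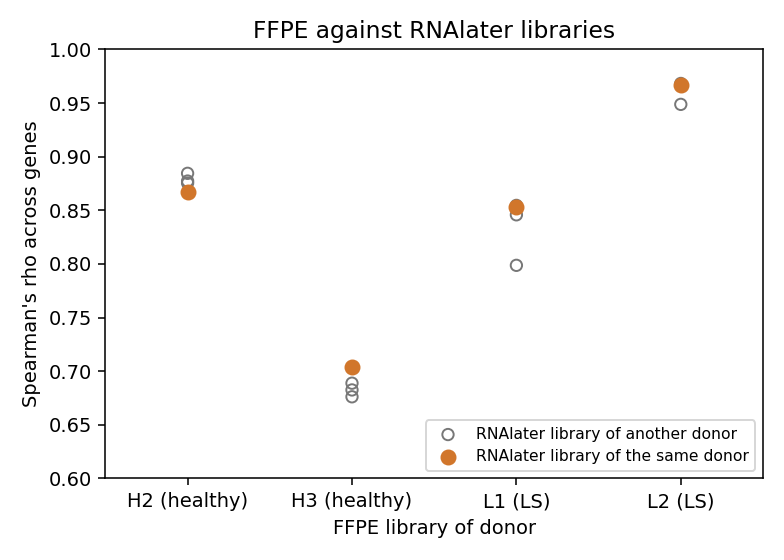
Spearman's rho across genes detected in both libraries (vertical axis, no unit) for the FFPE library of each donor (horizontal axis) against the RNAlater library of the same donor (filled points) and of the other donors (open points). The FFPE library of H3 lies lowest, at 0.704 against its own RNAlater library, and that of L2 highest, at 0.967, whichever RNAlater library it is set against.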

The high integrity and correlation of expressed genes using FFPE compared to FF-stored skin supported the utilization of FFPE specimens for the RNA Seq analyses of pediatric LS skin compared to healthy controls.

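Expression was then compared gene by gene between the preservations with limma, with the donor as a block, over 16033 genes with at least 0.1 FPKM in at least 4 of the 8 libraries. At an adjusted p under 0.05, 13 genes differed, all higher in FFPE, and 1937 genes had an unadjusted p under 0.05. Without the donor block 23 genes were called, the largest change among the settings tried, and without donor H2 the number was 6. All 13 are small RNAs with a transcript of up to 150 nt, and apart from RNU11 they are listed at 0 in each of the 4 RNAlater libraries, so no fold change is given. SNORD83A lies on chromosome 22 from 39315213 to 39315307 in the GRCh38 annotation. Its FPKM in the FFPE libraries was 9492 in H2, 19811 in H3, 26102 in L1 and 9934 in L2 (adjusted p = 3.15e-05, limma with Benjamini-Hochberg adjustment). SNORD83B, on the same chromosome from 39313819 to 39313911, ranged from 13118 to 54148 FPKM in FFPE (adjusted p = 3.32e-05). SNORD21, SNORD116-20 and MIR663A followed, with adjusted p-values of 0.00113, 0.00176 and 0.0114. SNORD116 copies share nearly identical sequence, and SNORD116-17 and SNORD116-19 hold the same FPKM in every FFPE library of the pairs, so these are not separate measurements. With 4 pairs this test recovered none of the genes simulated with a log2 change of 2.5 and 82.2% of those with a change of 5. The simulated spread was that between FFPE samples, not that within pairs, so the recovery is a rough guide. A moderate effect of preservation may have gone undetected. From the shared genes and the correlation the paper reasons that FFPE specimens can be used for the analyses that follow.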

**Table 1:** FastQC analysis results for FFPE and RNAlater sample types support comparable coverage and quality.

	**Total reads (millions)**	**Coverage**	**Avg. coverage depth**	**Avg. quality**	**%GC**
FFPE	39.3 ± 29.1	2.03 ± 0.80	85.5 ± 19.0	35.0 ± 0.13	50.1 ± 3.27
RNAlater	32.9 ± 11.6	2.95 ± 1.56	72.8 ± 35.4	34.2 ± 0.18	52.3 ± 0.42

*FFPE, formalin-fixed, paraffin-embedded; RNAlater, fresh frozen RNA preservative*.

**Figure 2:**
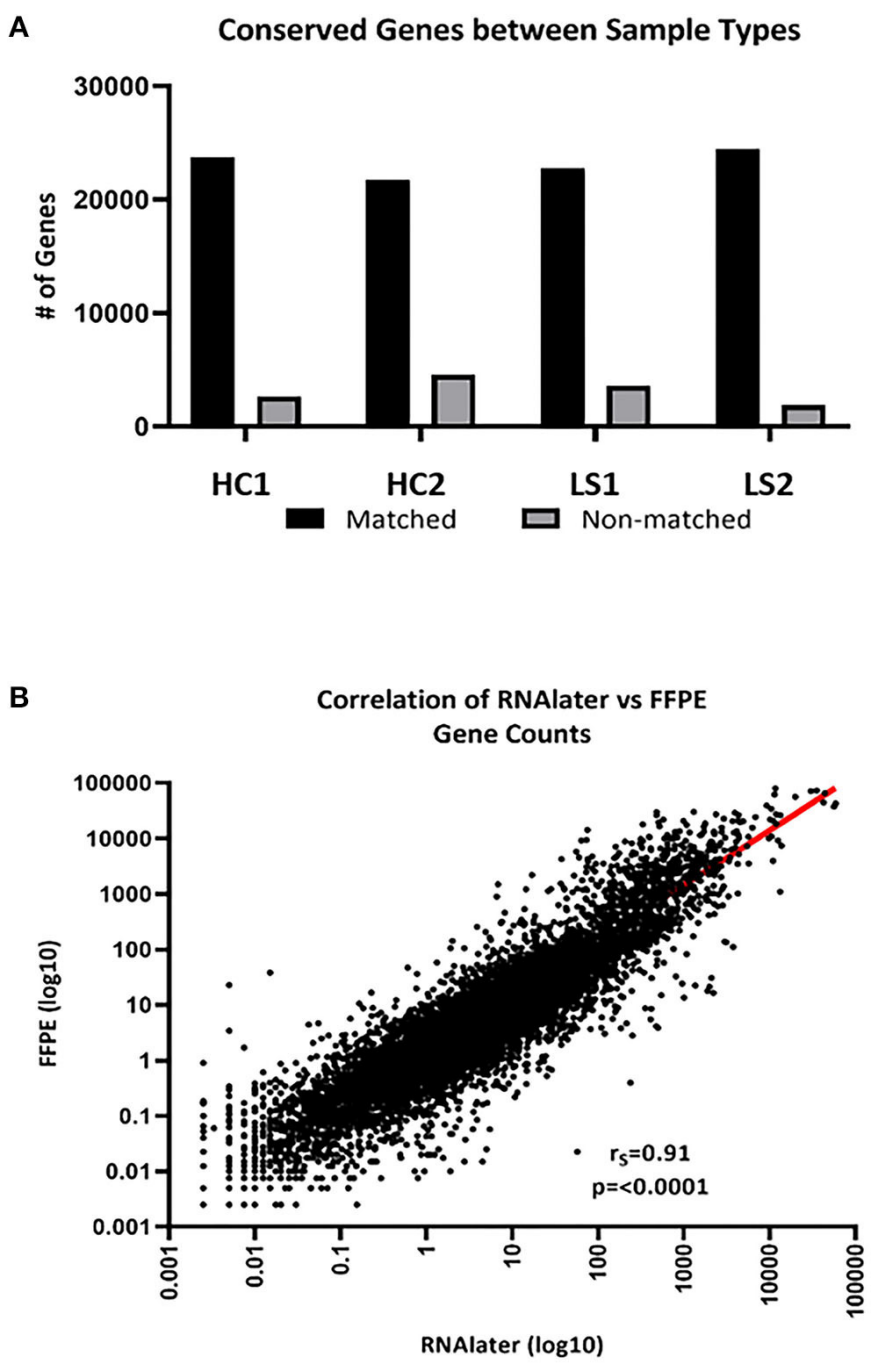
FFPE and FF (RNAlater) generated data sequencing and mapped well per sample type. **(A)** An average of 92% of total genes was conserved between sample types. HC, healthy control and LS, localized scleroderma. **(B)** Of the conserved genes, gene expression correlated significantly (*r*_*s*_ = 0.91, *p* < 0.0001).

### Pediatric LS vs. Healthy Control Skin Transcriptome

RNA extracted from FFPE samples was analyzed for differentially expressed genes (DEGs) between pediatric LS (*n* = 14 and age-matched healthy (*n* = 4) samples using the R program DESeq. 

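The FFPE libraries of 14 LS samples (L1 to L14) and 4 healthy samples (H1 to H4) were analyzed, made and processed by the authors as the paired libraries were and deposited as FPKM with 2 decimals. The methods name DESeq2, which needs counts. Since FPKM are not counts, limma's linear model with an intensity trend was used on log2(FPKM + 0.1), with Benjamini-Hochberg adjustment. The methods give a cutoff on counts per gene as a percentage without saying of what, and it was read here as a share of samples. A gene entered the test with at least 0.1 FPKM in at least 4 of the 18 samples, which left 17651 genes. A fold change on this scale understates the change of genes with low FPKM. LS libraries listed between 15307 and 19355 genes above 0 FPKM (median 17968.5). Healthy libraries listed 12197 (H1), 16591 (H2), 14415 (H3) and 18671 (H4), with a median of 15503. The most frequent low value of an olfactory receptor gene, a measure of what 1 fragment adds, was between 0.04 and 0.07 FPKM in 13 LS libraries and 0.04 in H4. It could not be read in H1, H2 and H3. The libraries also differed in their relation to GC content. The slope of the log2 expression on 10% of transcript GC was between -0.42 and -0.20 in the healthy libraries and between -0.27 and 0.53 in the LS libraries (difference 0.41, exact permutation test, two-sided, p = 0.00098). Ribosomal protein genes, with 72 in the table, had a median between 10.11 and 11.64 on the log2 scale in the healthy libraries and between 9.17 and 9.97 in the LS libraries (exact permutation test, two-sided, p = 0.000327, the smallest p that the splits of these samples allow). Libraries also fell into 2 batches by transcripts of up to 100 nt. Of 54 such transcripts 13 libraries listed at least 35 and the other 5, namely H4, L3, L12, L13 and L14, at most 9.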

Demographics and clinical variables are provided in Table 2. There were 3,753 DEGs (up and downregulated) between LS and healthy controls, and after applying expression cutoffs 1,302 genes remained significant as demonstrated in the MA plot, a scatterplot of M (log ratio) as the log_2_ fold changes (on the y-axis) vs. the A (mean average) as the mean of normalized counts (on the x-axis) (Figure 3A) (Supplementary Table 1 for full gene list). 

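At an adjusted p under 0.05, 3034 of the 17651 genes differed between LS and healthy samples, 2008 higher and 1026 lower in LS (66.2% higher), and 5878 genes had an unadjusted p under 0.05. The median log2 fold change of all genes was 0.30, so a gene without a change of its own lies near that value. With the fold change cutoff of 2.5 added, 513 genes remained, 426 higher and 87 lower in LS. The second number ranged widely over the settings, with 1424 genes at a pseudocount of 0.01 FPKM, 95 at 1 FPKM, 73 with sample weights and 42 with a rank test. A rank test lowered the first number most, to 577 genes (38.0% higher), and sample weights gave 851 (54.2% higher). After the trend of each sample with GC content was removed, 2430 genes were called and the share of higher genes fell to 49.7%. A correction for GC content and transcript length gave 2228 genes, 50.6% of them higher. Single healthy libraries also carried weight: without H1 2169 genes were called, 56.4% of them higher, and 250 passed both cutoffs, while without H4 the numbers were 4317 and 1123. With the short-transcript batch as a term 2981 genes were called, 2873 of them among the 3034. Among the genes past both cutoffs the smallest adjusted p-values of the higher genes belonged to LOC606724, DND1, INO80B, MST1 and GBAP1. INO80B, on chromosome 2 from 74455087 to 74457944, was listed at 0 in H1, H2 and H3 and at 5.51 FPKM in H4, against a range of 7.43 to 14.3 in LS (adjusted p = 0.000356). LOC606724 (adjusted p = 0.00017), DND1 (adjusted p = 0.000356) and GBAP1 (adjusted p = 0.000511) were at 0 in the same 3 libraries, and MST1 (adjusted p = 0.000357) in H1 and H3. GBAP1 and MST1 have near-identical copies, between which fragments could have been split, and INO80B overlaps a longer gene that runs on into WBP1. Among the lower genes SNHG8, a small nucleolar RNA host gene on chromosome 4 from 118278703 to 118285316, was at 0.61, 2.84, 2.60 and 3.55 FPKM in H1 to H4 and listed at 0 in 12 of the 14 LS samples, with at most 0.24 in the others (adjusted p = 5.9e-05). LINC01279, ZFAS1, REG1B and PPAPDC1A followed, with adjusted p-values of 0.000356, 0.00122, 0.00128 and 0.00153. REG1B was at 50.8, 5.20, 8.03 and 0.05 FPKM in H1 to H4 and at 0 in each RNAlater library. Its difference is thus not seen in RNAlater, and H1 also held intestinal genes. In RNAlater SNHG8 was at 0.50 and 3.41 FPKM in the healthy donors and at 0 in the LS donors. ZFAS1 and LINC01279 were lower in LS there as well, while PPAPDC1A overlapped.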

Visualization of genetic expression per subject using (1) t-Distributed Stochastic Neighbor Embedding (tSNE) clustering techniques (Figure 3B) and (2) heat map expression (Figure 3C) demonstrates that RNA transcript data showed a clear separation between the two groups, with relative homogeneity among LS patients compared to healthy.

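On log2(FPKM + 0.1) of the tested genes, 16.3% of the squared Euclidean distance between samples lay between LS and healthy (exact permutation test over all splits of the 18 samples, p = 0.00294). It was 15.1% after correction for GC content and 13.0% without H1 (permutation p = 0.0206 over 680 splits). Healthy samples lay farther from one another than LS samples, with a mean pairwise distance of 311 ± 69.0 (SD over pairs) against 178 ± 39.4. This is a ratio of 1.75 (exact permutation test, two-sided on the log ratio, p = 0.0212). The ratio fell to 1.47 without H1 (p = 0.106, exact permutation test) and was 1.43 with the 1000 genes of the largest variance (p = 0.0650, exact permutation test). Without H3 it was 1.68 (p = 0.110, exact permutation test over the 680 splits that remain). Among the 13 libraries that list short transcripts, with 3 healthy and 10 LS samples, 25.0% of the squared distance lay between the groups (permutation p = 0.0035 over 286 splits) and the ratio of distances was 2.05 (p = 0.0245, exact permutation test). In the other 5 libraries only 1 was healthy.

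**Figure D2:**
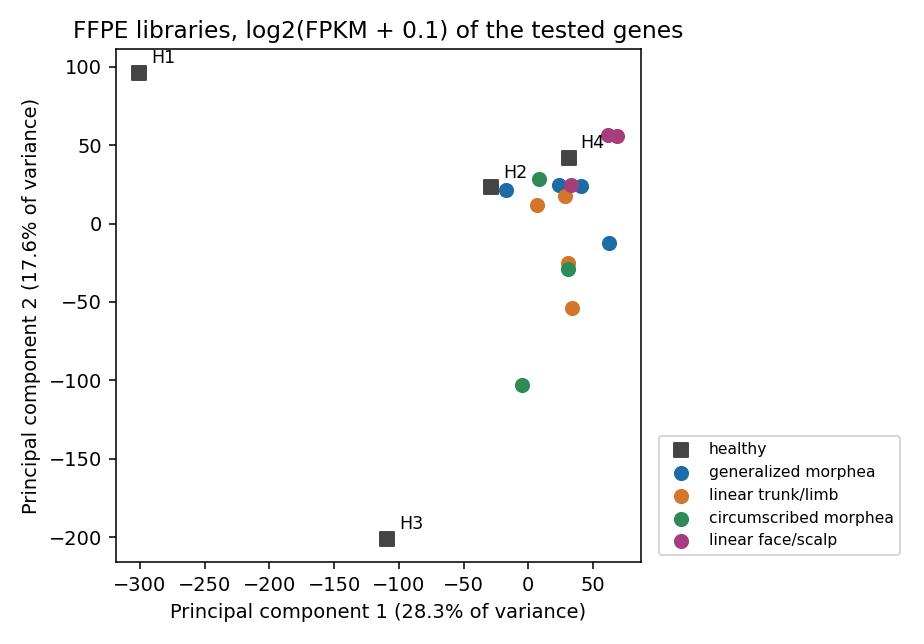
Principal components 1 and 2 (28.3 and 17.6% of the variance) of log2(FPKM + 0.1) over 17651 genes in the FFPE libraries, with healthy samples as squares and LS samples as circles colored by subtype. H1 and H3 lie far from the other libraries, while H2 and H4 lie beside LS samples.

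From the tSNE and the heat map the paper concludes that the groups separate and that LS samples are relatively homogeneous.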

**Table 2:** Pediatric healthy control and localized scleroderma (LS) patient demographics and clinical measures.

	**Healthy controls (*n* = 4)**	**LS patients (*****n*** **=** **14)**	
Gender, female, *n* (%)	4 (100)	10 (71)	
Age at time of biopsy (years), mean (SD)	15.5 (1.29)	15.4 (5.16)	
Age at disease onset (years), mean (SD)	–	8.29 (4.38)	
Disease duration (years), mean (SD)	–	4.26 (3.65)	
Ethnicity, *n* (%) (Non-hispanic)	4 (100)	14 (100)	
**Race**, ***n*** **(%)**			
Caucasian	3 (75)	14 (100)	
African American	1 (25)	0	
**Disease subtype**, ***n*** **(%)**			
Linear trunk/limb	–	4 (29)	
Linear face/scalp	–	3 (21)	
Circumscribed morphea	–	3 (21)	
Generalized morphea	–	4 (29)	
Number of affected sites, mean (SD)	–	2.79 (2.86)	
Clinical disease features, median (IQR)	–	Active (*n* = 10)	Inactive (*n* = 4)
mLoSSI^a^	–	6.00 (3.50–6.00)	0.50 (0.00–1.50)
PGA-A^b^	–	37.0 (32.3–44.5)	3.00 (1.00–7.25)

a *mLoSSI: Localized Scleroderma Skin Severity Index*.

b *PGA-A: Physician Global Assessment of Disease Activity*.

**Figure 3:**
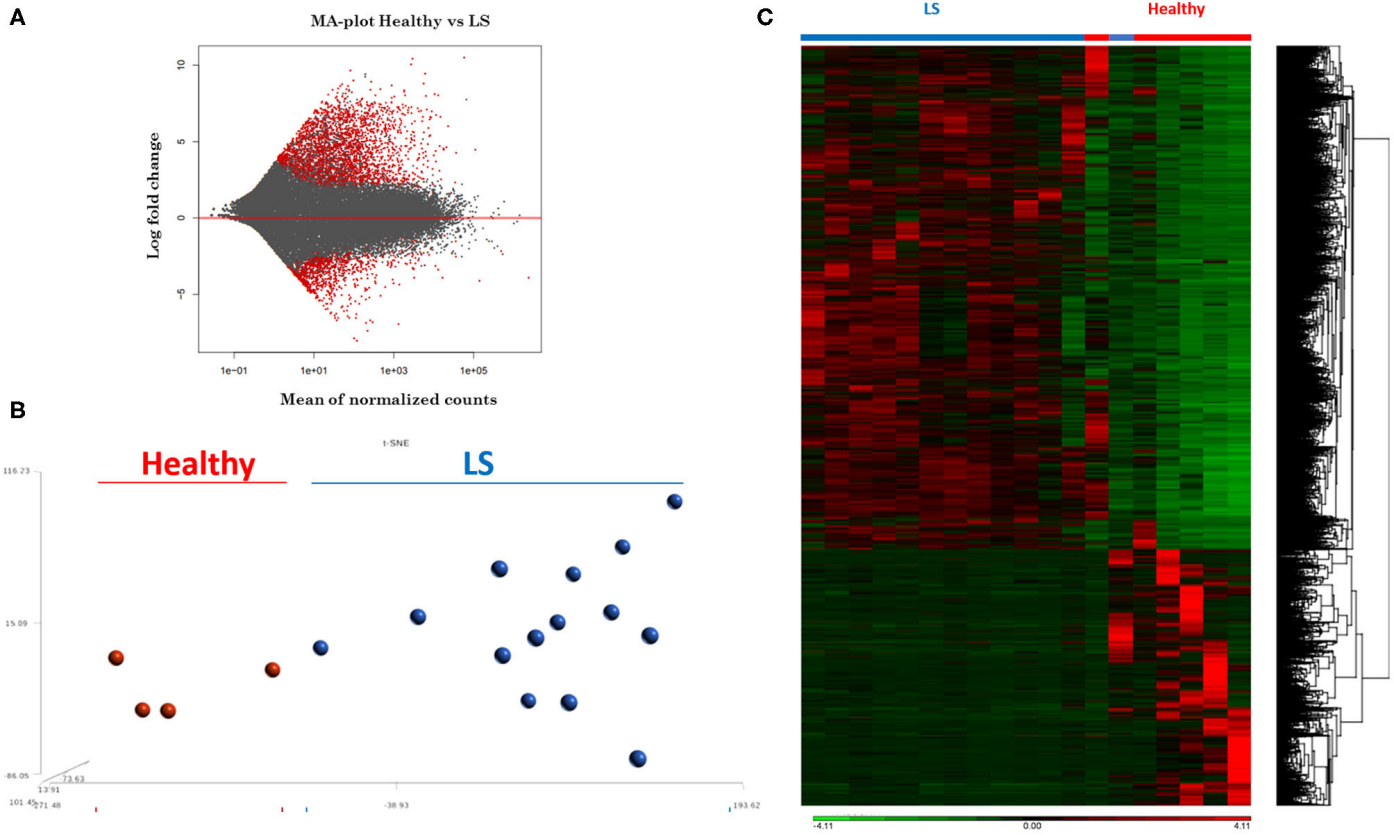
RNAseq expression differences between healthy and localized scleroderma (LS) subject samples. **(A)** Intensity-dependent ratios between two groups of data. Red points denote genes with significant differences. **(B)** tSNE clustering of genetic expression confirms significant differences between the two data groups. **(C)** Heat map showing the overall expression difference between all DEGs comparing LS to healthy samples.

GO enrichment and gene set enrichment (GSEA) analysis was performed on DEGs, and GO and GSEA terms with significant enrichment were selected. 

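Of the 28 genes the paper prints in Table 3, 21 were analyzed here, and the 4 lists were tested with these. They were chosen by the paper on the same samples, so a test on them is not independent evidence. Over the 4 lists camera (preset correlation 0.01, Benjamini-Hochberg adjustment) called the inflammatory response list (CXCL11, IL12B, CXCL10, SELE, MSR1) and the leukocyte mediation and migration list (SLC7A10, LEP, CD244, IL36G, RAET1L), both higher in LS with an adjusted p of 0.0347. Under fry these 2 lists were higher in LS as well (adjusted p = 0.00437 and 0.000913). At a pseudocount of 1 FPKM, and without H2, H3 or H4, camera called none of the lists. The mean log2(FPKM + 0.1) of the inflammatory response list was 2.40 higher in LS than in healthy samples and lay above every healthy sample in 14 of 14 LS samples (exact permutation test over all splits, two-sided, p = 0.00556). For the leukocyte list the difference was 2.71, with 13 of 14 LS samples above every healthy sample (p = 0.00098, same exact test). In the 4 donors with both preservations the inflammatory response list was 1.96 higher in LS in FFPE and 1.23 in RNAlater, while the leukocyte list was 1.25 higher in FFPE and -0.17 apart in RNAlater. Gene by gene, 8 of the 17 Table 3 genes tested had an adjusted p under 0.05 over all genes, 7 of them higher in LS, and 10 did when adjusted over the list alone. In the leukocyte list these were RAET1L (log2 fold change 3.36, standard error 0.89, adjusted p = 0.0161), IL36G (2.98, adjusted p = 0.0207), CD244 (2.77, adjusted p = 0.0267) and SLC7A10 (2.71, adjusted p = 0.0389), but not LEP (1.74, adjusted p = 0.370). KRT1 was at 1030 ± 1398 FPKM (SD, n = 4) in healthy and 5350 ± 3038 (SD, n = 14) in LS samples (adjusted p = 0.00723), but in RNAlater at 12474.7 and 8818.8 FPKM in the healthy and 13250.2 and 11667.3 in the LS donors. RAET1L, IL36G and CD244 were listed at 0 in 2, 2 and 3 healthy samples. RAET1L and IL36G were above 2 FPKM in each of the 4 RNAlater libraries, healthy ones included.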

Significant enrichment groups (*p* ≤ 0.05 and FDR ≤ 0.05) were found to positively relate to TH1- and IFNγ-related immune responses, including the mediation and migration of leukocytes and KRAS signaling (Table 3). 

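Of the epithelial mesenchymal transition genes of Table 3, TGM2, IGFBP2, GREM1, WNT5A, CXCL6 and CDH2 were analyzed here. Their mean log2(FPKM + 0.1) was -0.30 ± 1.15 (SD, n = 4) in healthy and -0.60 ± 0.67 (SD, n = 14) in LS samples, a difference of -0.30 that lies within the spread between samples (exact permutation test over all splits, two-sided, p = 0.509). The list was not called by camera (adjusted p = 0.285) or fry (adjusted p = 0.556). GREM1, an antagonist of bone morphogenetic proteins on chromosome 15 from 32718004 to 32745106, was the one gene of the list called. Its FPKM was 2.97 ± 2.68 (SD, n = 4) in healthy and 0.688 ± 0.796 (SD, n = 14) in LS samples, a log2 fold change of -2.19 (standard error 0.68, adjusted p = 0.0332, limma). The call was lost without H2 or without H4. H4 alone was at 6.98 FPKM, and the other healthy samples between 1.42 and 1.83. In the RNAlater libraries GREM1 was higher in LS, at 0.12 and 0.50 FPKM in the healthy and 1.03 and 0.60 in the LS donors, and the mean of the list was 1.37 higher in LS. TGM2 reached 29.2 FPKM in H3 and 0.02 in H1, and its log2 fold change of 0.22 turned to -1.22 without H1. CDH2 had a fold change of 0.04 that turned to -0.91 without H1, in which it is listed at 0.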

Significant groups were also found to negatively relate to DEGs, including the response to the epithelial mesenchymal transition processes (Table 3). Genes encoding for cytokine and inflammatory responses such as CXCL11-, CXCL10-, IL12B-, IFNG-, and IGKV1-related genes were upregulated in disease groups compared to control. 

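The chemokine genes CXCL11 and CXCL10 lie side by side on chromosome 4, from 76033682 to 76041415 and from 76021118 to 76023497. CXCL11 was at 0, 0, 0.09 and 0.04 FPKM in H1 to H4. In LS it ranged from 0 to 17.9 FPKM with a median of 0.52 and was listed at 0 in 3 samples. The log2 fold change was 2.88 (standard error 1.19, adjusted p = 0.100, limma). Before adjustment the exact permutation test over all splits gave p = 0.0379, and 11 of 14 LS samples lay above every healthy sample. CXCL10 was at 0, 0, 6.98 and 0.12 FPKM in H1 to H4 and between 0.60 and 102 in LS (median 2.62). Its log2 fold change was 4.00 (standard error 1.29, adjusted p = 0.0397), with 6 of 14 LS samples above H3. The high value of H3 was absent from its RNAlater library. In RNAlater CXCL10 was at 0.03 and 0.21 FPKM in H2 and H3, and at 1.32 and 0.50 in L1 and L2. Of the 18 fits that left out one sample 10 called CXCL10, and without H1 its fold change was 3.40. SELE, in the same list, was called too (2.21, adjusted p = 0.013), while MSR1 was not (1.55, adjusted p = 0.236). IL12B was listed at 0 in H1, H2 and H3 and at 0.01 FPKM in H4, against 0 to 0.68 in LS, where its median was 0.14 (adjusted p = 0.080). IFNG, at 0.23 FPKM or less in healthy samples, ranged from 0 to 7.67 in LS with a median of 0.16 and 5 samples at 0. It was not called (adjusted p = 0.419, exact permutation p = 0.299), with 6 of 14 LS samples above every healthy sample. These values come close to the smallest steps of the FPKM. No symbol of an immunoglobulin variable segment such as IGKV1 is in the rows used here, so these genes are not analyzed.

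**Figure D3:**
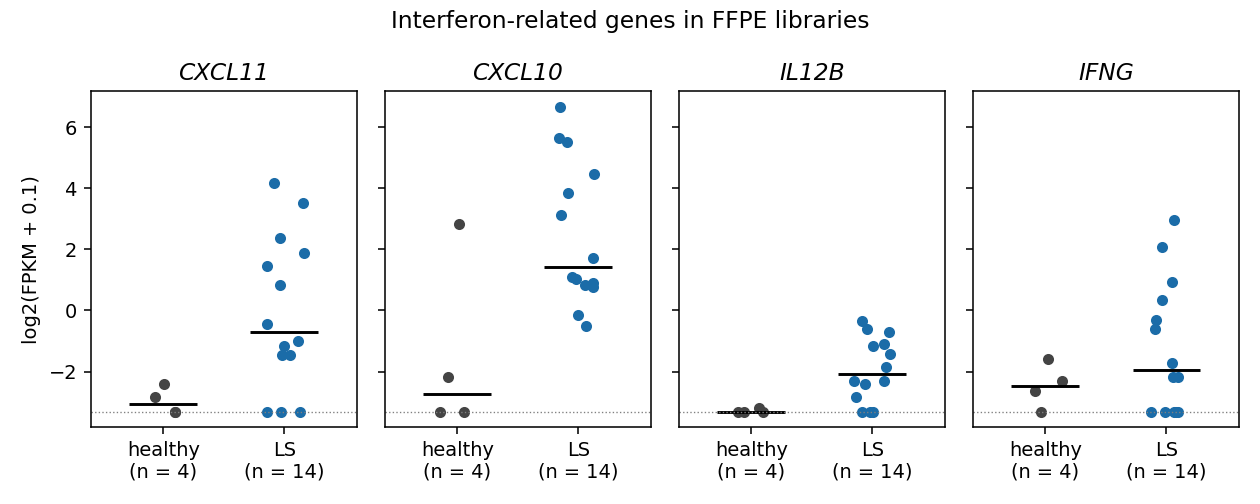
Expression as log2(FPKM + 0.1) (vertical axis) of CXCL11, CXCL10, IL12B and IFNG in 4 healthy and 14 LS FFPE samples. Points are samples, bars are medians and the dotted line marks an FPKM of 0. CXCL10 is the gene of the 4 with an adjusted p under 0.05, and 1 healthy sample, H3 at 6.98 FPKM, lies above the LS median of 2.62. The RNAlater library of H3, not shown, held CXCL10 at 0.21 FPKM.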

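WNT5A, on chromosome 3 from 55465715 to 55490539, was at 0, 0.38, 0.74 and 0.80 FPKM in H1 to H4. Its range in LS was 0.04 to 0.86 FPKM with a median of 0.255. The log2 fold change was -0.20 (standard error 0.56, adjusted p = 0.822, limma) and turned to 0.26 at a pseudocount of 0.01 FPKM and to -0.91 without H1. IGFBP2, on chromosome 2 from 216632828 to 216664436, was at 1.45 ± 0.67 FPKM (SD, n = 4) in healthy and 1.95 ± 0.861 (SD, n = 14) in LS samples. The fold change of 0.40 (standard error 0.42, adjusted p = 0.516) lies within the spread between samples and turned to -0.39 after the GC trend was removed. PRSS2 is not among the rows used here. CXCL6, which Table 3 lists beside these genes, was at 0 in 3 healthy and 11 LS samples and at most 0.04 FPKM in any, too low to test.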

Downregulated genes encoding for the epithelial transition stimuli were also found with similar magnitude including PRSS2, WNT5A, and IGFBP2.

**Table 3:** Pediatric localized scleroderma vs. healthy control comparison identifies gene enrichment groups of interest relating to inflammatory and regulatory signatures.

**function**	**Gene symbol**	**Gene description**	**Relative expression**	
**Inflammatory response**			**Log_**2**_FoldChange**	***p*-value**
	CXCL11	C–X–C motif chemokine 11	7.16	0.0000
	IL12B	Interleukin-12 subunit beta: cytokine, defense/immunity protein	5.32	0.0014
	CXCL10	C–X–C motif chemokine 10	3.12	0.0014
	SELE	E-selectin	3.05	0.0000
	MSR1	Macrophage scavenger receptor types I and I: oxidase, receptor, serine protease	2.52	0.0015
**KRAS signaling**				
	IFNG	Interferon gamma	4.24	0.0011
	SLC6A3	Sodium-dependent dopamine transporter: cation transporter	2.91	0.0173
	MAGIX	PDZ domain-containing protein	2.84	0.0017
	KRT1	Keratin, type II cytoskeletal 1	2.67	0.0000
	CPA2	Carboxypeptidase A2: metalloprotease	−7.73	0.0000
**Epithelial–mesenchymal transition**				
	TGM2	Protein-glutamine gamma-glutamyltransferase 2: acyltransferase	−2.47	0.0014
	IGFBP2	Insulin-like growth factor-binding protein 2: protease inhibitor	−2.57	0.0001
	GREM1	Gremlin-1	−2.57	0.0002
	WNT5A	Protein Wnt-5a: signaling molecule	−2.60	0.0004
	CXCL6	C–X–C motif chemokine 6	−3.29	0.0017
	CDH2	Cadherin-2	−3.40	0.0000
	PRSS2	Trypsin-2: serine protease	−6.83	0.0000
**Leukocyte mediation and migration**				
	IGKV1-17	Immunoglobulin kappa variable 1–17	9.88	0.0000
	IGKV2D-29	Immunoglobulin kappa variable 2D−29	9.64	0.0002
	IGHV1-3	Immunoglobulin heavy variable 1–3	8.79	0.0011
	IGKV1-16	Immunoglobulin kappa variable 1–16	8.70	0.0000
	IGKV1D-12	Immunoglobulin kappa variable 1D−12	6.94	0.0000
	SLC7A10	Asc-type amino acid transporter 1	6.74	0.0000
	LEP	Leptin	5.69	0.0000
	IGKV2-24	Immunoglobulin kappa variable 2–24	5.03	0.0000
	CD244	Natural killer cell receptor 2B4: cell adhesion molecule, immunoglobulin receptor superfamily, membrane-bound signaling molecule, protein kinase	4.16	0.0000
	IL36G	Interleukin-36 gamma	3.29	0.0002
	RAET1L	UL16-binding protein 6	3.13	0.0004

Of note was the absence of certain cell type and pathway signatures. 

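FOXP3, on the X chromosome from 49250438 to 49264800, was listed at 0, 0.53, 0.29 and 0.22 FPKM in H1 to H4. In LS it ranged from 0 to 2.47 FPKM with a median of 0.74, and 9 of 14 LS samples lay above every healthy sample. The difference was upward and not significant (log2 fold change 1.36, standard error 0.70, adjusted p = 0.184, limma; exact permutation test before adjustment, two-sided, p = 0.0817). IL2RA, which encodes CD25, was at 0, 0.96, 12.2 and 0.71 FPKM in H1 to H4 and between 0.19 and 10.6 in LS, with a log2 fold change of 0.29 (adjusted p = 0.857). Without H3 it was 1.49 and without H1 it was -0.83. IL17A and IL17F were listed at 0 in each healthy sample and in 11 of 14 LS samples, with at most 0.12 and 0.09 FPKM in the others, and did not enter the test.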

Genes relating to certain subsets of T cells that are often connected with autoimmune diseases such as Tregs (FOXP3, CD25) and TH17 (IL-17, RORC) were decreased in gene lists. Additionally, an immune response antagonist, transforming growth factor beta (TGFβ) which has been implicated in promoting activity in other forms of scleroderma, was relatively unaffected in our LS disease samples. 

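TGFB1, on chromosome 19 from 41301587 to 41353922, was at 12.8 ± 7.97 FPKM (SD, n = 4) in healthy and 13.1 ± 7.20 (SD, n = 14) in LS samples, with a log2 fold change of 0.04 (standard error 0.39, adjusted p = 0.952, limma). After the trend with GC content was removed the fold change was -0.68, and H3 alone reached 24.4 FPKM. TGFB2 was low in both groups, at 0.743 ± 0.906 FPKM (SD, n = 4) and 0.551 ± 0.270 (SD, n = 14), with a log2 fold change of 0.49 (adjusted p = 0.569) that turned to -0.12 without H3. TGFB3 was lower in LS. It was at 12.6 ± 3.30 FPKM (SD, n = 4) in healthy and 6.27 ± 3.23 (SD, n = 14) in LS samples, and 11 of 14 LS samples lay under every healthy sample. Its log2 fold change of -1.13 (standard error 0.39) had an adjusted p of 0.0513, just above 0.05, and an exact permutation p of 0.0108 before adjustment. Of the 6 Treg, TH17 and TGFβ genes tested none was called, over all genes or when adjusted over the list alone, and 1 had an unadjusted p under 0.05. Under a pseudocount of 1 FPKM, a filter at 1 FPKM, quantile normalization or the GC correction 1 of them was called. In the RNAlater libraries TGFB3 was at 1.77 and 6.63 FPKM in the healthy and 2.82 and 3.53 in the LS donors. TGFB1 was higher in LS there, at 4.20 and 6.85 FPKM in H2 and H3 and at 12.3 and 13.0 in L1 and L2. TGFB2 was at 0.44 and 1.17 in the healthy and 0.42 and 0.40 in the LS donors. With 2 donors on each side these values were not tested.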

While not significantly up or downregulated, the relatively low expression of these genes provides insight in the cells involved in pathogenesis.

### Pediatric Active LS vs. Healthy Control Skin Transcriptome

Clinical activity, determined by mLoSSI and PGA-A scores, was then used to separate the LS samples into inactive and active groups. Ten active samples and four inactive samples were independently compared to the healthy controls and differential expression calculated. After applying expression cutoffs, 2,366 genes were differentially expressed in the active group compared to controls (see Supplementary Table 2 for a full gene list). Within the active LS subjects, DEG analyses demonstrated a distinct expression of genes encoding for inflammatory responses native to IFNγ/α and TNFα pathways and leukocyte activation and/or regulation, which include CXCL9, CXCL10, CXCL11, IFI27, STAT1, CXCL3, TNF, CSF2, GZMA, and IRF1. Also upregulated in active LS samples were MHC Class II genes, HLA-DQA1 and HLA-DRB1, reflecting activated immune response (Table 4). These pathways were further supported using GSEA^©^ and GO enrichment software (Figures 4A,B). Predominant genes in these GSEA hallmarks were then complied into a master grouping we designated as the “inflammatory response gene signature (IRGS),” composed of 175 genes (see Supplementary Table 3 for full gene list). This gene signature had a high number of genes related to IFNγ that had a high log2 fold change including CXCL11, CXCL10, CXCL9, IRF1, CCL5, CMKLR1, BATF2, OASL, CMPK2, TRIM21, IFI27, GBP4, LAP3, ISG15, XCL1, CD274, GZMA, KLRK1, HLA-DQA1, IDO1, ZBP1, HLA-DRB1, SLAMF7, OAS3, and STAT1, indicating that this signature is highly related to IFNγ reflecting LS literature.

**Table 4:** Pediatric active localized scleroderma (LS) vs. healthy control sample comparison identifies gene enrichment groups of interest relating to inflammatory signatures that was used to develop the Inflammatory Response Gene Signature in LS.

**Function**	**Gene symbol**	**Gene description**	**Relative expression**	
**IFNγ response**			**Log_**2**_FoldChange**	***p*-value**
	CXCL11	C–X–C motif chemokine 11	9.56	0.0015
	XCL1	Lymphotactin	5.60	0.0001
	CXCL10	C–X–C motif chemokine 10	4.65	0.0006
	CD274	Programmed cell death 1 ligand 1: immunoglobulin receptor superfamily!!break Membrane-bound signaling molecule	4.13	0.0003
	OASL	2′-5′-Oligoadenylate synthase-like protein: defense/immunity protein!!break Nucleic acid-binding nucleotidyltransferase	3.98	0.0000
	GZMA	Granzyme A: serine protease	3.83	0.0005
	KLRK1	NKG2-D type II integral membrane protein	3.50	0.0325
	HLA-DQA1	HLA class II histocompatibility antigen, DQ alpha 1 chain	3.26	0.0116
	CCRL2	C–C chemokine receptor-like 2	3.00	0.0161
	CCL5	C–C motif chemokine 5	2.96	0.0015
	TRIM21	E3 ubiquitin-protein ligase TRIM21	2.73	0.0000
	IFI27	Interferon alpha-inducible protein 27, mitochondria	2.71	0.0318
	HLA-DRB1	HLA class II histocompatibility antigen, DRB1-15 beta chain	2.63	0.0012
	SLAMF7	SLAM family member 7: cell adhesion molecule!!break immunoglobulin receptor superfamily!!break Membrane-bound signaling molecule protein kinase	2.61	0.0160
	ISG15	Ubiquitin-like protein ISG15: ribosomal protein	2.53	0.0051
**Cytokine to cytokine receptor signaling**				
	CXCL3	C–X–C motif chemokine 3	9.56	0.0015
	CRLF2	Cytokine receptor-like factor 2: defense/immunity protein	4.65	0.0006
	IL9R	Interleukin-9 receptor: type I cytokine receptor	4.57	0.0004
	TNF	Tumor necrosis factor	4.42	0.0013
	CXCL9	C–X–C motif chemokine 9	3.73	0.0005
	CSF2	Granulocyte-macrophage colony-stimulating factor: cytokine	3.64	0.0000
	IRF1	Interferon regulatory factor 1: nucleic acid binding, winged helix/forkhead transcription factor	3.58	0.0013
	PLA2G2A	Phospholipase A2, membrane associated	3.41	0.0060
	STAT1	Signal transducer and activator of transcription 1-alpha/beta: nucleic acid binding, transcription factor	3.12	0.0000
	FASLG	Tumor necrosis factor ligand superfamily member 6	2.53	0.0001

**Figure 4:**
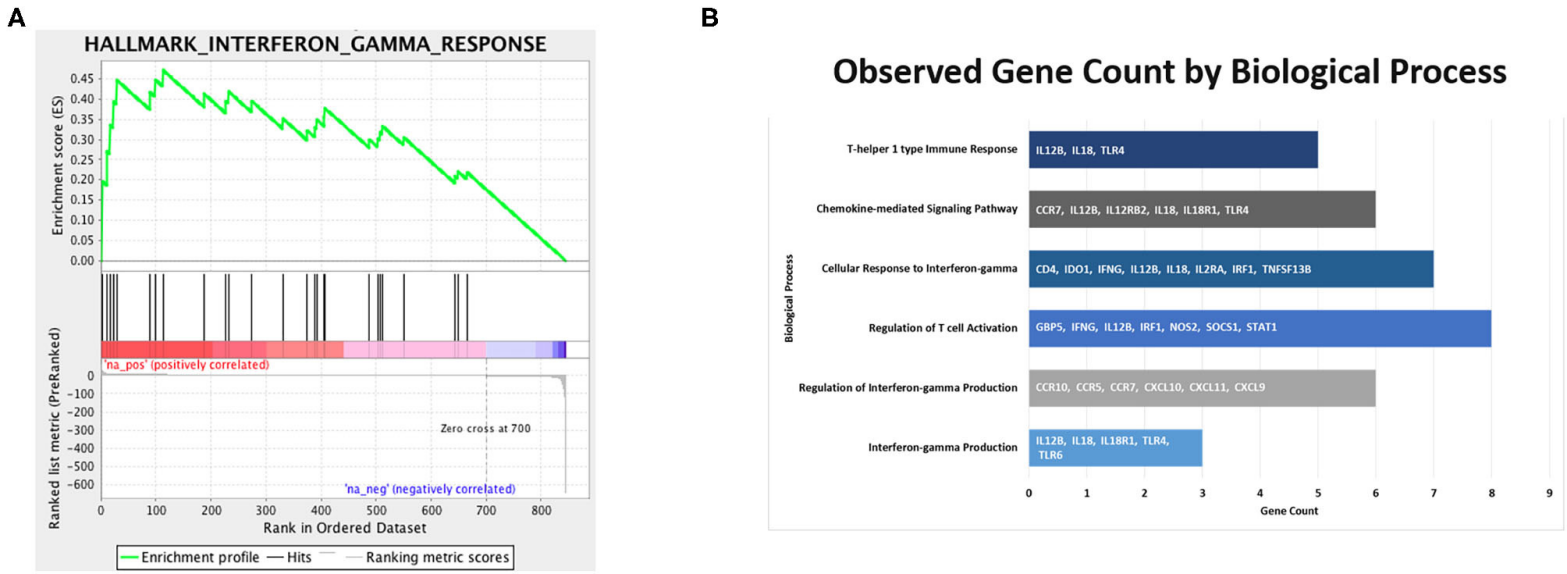
Immune pathways of interest expressed in samples of active localized scleroderma subjects. Significant DEGs were related to known biological, molecular, and cellular processes including T cell migration, activation, and aggregation, and interferon gamma based on GSEA^©^ **(A)** and GO **(B)** enrichment profiles.

Applying this evaluation of the IRGS gene expression to all LS samples compared to healthy with clinical features, using a cutoff of Spearman's ρ > 0.5 and *p* < 0.05, 57 of a total of 175 genes within the inflammatory signature group (ISRG) correlated strongly and positively with validated clinical disease activity measures, the mLoSSI and the PGA-A. Several interferon pathway-associated genes (inducible, regulatory, and receptor) and cytokine signaling genes were highly correlated, most with both measures. Notable were IFI44, IFT3, IRF5, IL-15RA, CXCL2, CD86, and STAT4 (Table 5). 

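The IRGS is the list of 175 genes in Supplementary Table 3, and each of them is in the deposited FPKM. A score per sample was taken as the mean log2(FPKM + 0.1) over these genes. The 5 LS samples that Figure 5 places in its high cluster had the highest scores of the 18 FFPE samples, 4.39 in L8, 4.10 in L10, 3.80 in L13, 3.49 in L6 and 3.41 in L5. A healthy sample, H3, was next at 3.19, and then L2 at 2.67. The RNAlater libraries of the paired donors scored lower than their FFPE libraries, at 1.05 in H2, 1.68 in H3, 2.11 in L1 and 2.08 in L2. The high score of H3 thus belongs to its FFPE library. Because the 5 samples were picked by the expression of these genes, no test was made between them and the rest. In a hierarchical clustering on mean-centered values (Euclidean distance, average linkage), a division in 2 clusters set H1 apart from the other 17 samples, the 5 named samples among them. With complete or Ward linkage, at a pseudocount of 1 FPKM or without H1 the same division put the 5 samples together with H3 and no other sample. With average linkage a division in 3 clusters gave the same 6 samples, and one in 4 clusters the 5 samples alone. On FPKM scaled to unit variance L8 stood alone. Measures of clinical activity were not used here, since the labels give none for these samples.

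**Figure D4:**
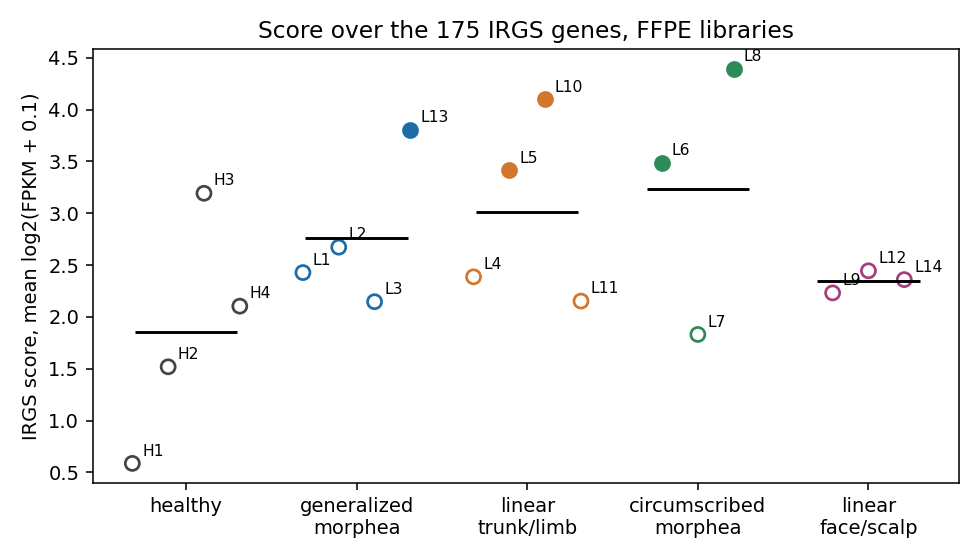
IRGS score (mean log2(FPKM + 0.1) over 175 genes, vertical axis) of each FFPE sample, by group. Filled points are the 5 samples of the high cluster of Figure 5, open points the other samples and bars the group means. The filled points, from 3.41 to 4.39, lie above every open point, the nearest being healthy sample H3 at 3.19. The RNAlater library of H3, not shown, scored 1.68.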

Applying hierarchal clustering of the genes included in the IRGS (Cluster 3.0 and Java TreeView) demonstrated that five extremely clinically active individuals out of the 14 total LS patient samples clustered together with an upregulated expression of this inflammatory signature (Figure 5). These subjects were composed of different clinically defined LS subtypes (two linear extremity, two circumscribed, one generalized morphea).

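Among the 5 samples L13 had generalized morphea, L5 and L10 linear scleroderma of the trunk and limb, and L6 and L8 circumscribed morphea. The mean IRGS score was 2.76 ± 0.725 (SD, n = 4) in generalized morphea, 3.01 ± 0.91 (SD, n = 4) in linear scleroderma of the trunk and limb, 3.24 ± 1.30 (SD, n = 3) in circumscribed morphea and 2.35 ± 0.11 (SD, n = 3) in linear scleroderma of the face and scalp. Subtype accounted for 15.3% of the variance of the score within LS (permutation test with 100000 resamples, p = 0.637), so the spread within subtypes was larger than that between them.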

**Table 5:** Gene expression (FPKM) correlations with clinical parameters of disease activity.

**Clinical parameter**	**Gene symbol**	**Gene description**	**Correlation metrics**	
**mLoSSI**			**Spearman's Rho**	***p*-value**
	IFI44	Interferon-induced protein 44	0.78	0.0017
	CASP8	Caspase-8: cysteine protease, protease inhibitor	0.76	0.0024
	IL15RA	Interleukin-15 receptor subunit alpha	0.74	0.0037
	IFNAR2	Interferon alpha/beta receptor 2: defense/immunity protein, type I cytokine receptor, type II cytokine receptor	0.70	0.0071
	IFIT3	Interferon-induced protein with tetratricopeptide repeats 3	0.69	0.0076
	IRF5	Interferon regulatory factor 5	0.69	0.0085
	KLRK1	NKG2-D type II integral membrane protein	0.69	0.0085
	CXCL2	C–C chemokine receptor-like 2	0.69	0.0085
	KYNU	Kynureninase, hydrolase	0.67	0.0106
	CD86	T-lymphocyte activation antigen CD86	0.67	0.0109
	PARP14	Protein mono-ADP-ribosyltransferase PARP14	0.67	0.0113
	XAF1	XIAP-associated factor 1	0.65	0.0135
	MSR1	Macrophage scavenger receptor types I and II: oxidase, receptor, serine protease	0.65	0.0139
	RNF213	E3 ubiquitin-protein ligase RNF213	0.64	0.0152
	SAMD9	Sterile alpha motif domain-containing protein 9	0.64	0.0157
	PLEK	Pleckstrin, cytoskeletal protein	0.64	0.0161
	P2RX7	P2X purinoceptor 7, ligand-gated ion channel	0.64	0.0166
	NLRP3	NACHT, LRR, and PYD domain-containing protein 3	0.62	0.0202
	DDX60	Probable ATP-dependent RNA helicase DHX60	0.61	0.0218
	TLR2	Toll-like receptor 2	0.61	0.0236
	SEMA4D	Semaphorin-4D, membrane-bound signaling molecule	0.61	0.0243
	ST8SIA4	CMP-N-acetylneuraminate-poly-alpha-2,8-sialyltransferase	0.61	0.0243
	STAT4	Signal transducer and activator of transcription 4	0.61	0.0243
	PLAU	Urokinase-type plasminogen activator, serine protease	0.60	0.0249
	IL10RA	Interleukin-10 receptor subunit alpha	0.60	0.0249
	SLC16A6	Monocarboxylate transporter 7	0.60	0.0262
	RASGRP1	RAS guanyl-releasing protein 1	0.60	0.0262
	DDX58	Probable ATP-dependent RNA helicase DHX58	0.59	0.0276
	ADAR	Double-stranded RNA-specific adenosine deaminase	0.59	0.0283
	CCRL2	C–C chemokine receptor-like 2	0.59	0.0290
	IRAK2	Interleukin-1 receptor-associated kinase-like 2	0.59	0.0297
	MEFV	Pyrin, ubiquitin-protein ligase	0.59	0.0297
	MX1	Interferon-induced GTP-binding protein Mx1	0.59	0.0297
	MX2	Interferon-induced GTP-binding protein Mx2	0.59	0.0304
	PFKFB3	6-phosphofructo-2-kinase/fructose-2,6-bisphosphatase 3	0.58	0.0312
	TNFRSF9	Tumor necrosis factor receptor superfamily member 9	0.58	0.0313
	OAS3	2′-5′-Oligoadenylate synthase 3	0.57	0.0343
	LAMP3	Lysosome-associated membrane glycoprotein 3: membrane trafficking regulatory protein	0.57	0.0360
	CD44	CD44 antigen, transmembrane signal receptor	0.57	0.0369
	LCP2	Lymphocyte cytosolic protein 2, scaffold/adaptor protein	0.56	0.0386
	CXCL3	C–X–C motif chemokine 3	0.56	0.0394
	CMKLR1	Chemokine-like receptor 1	0.56	0.0395
	TNFRSF10	Tumor necrosis factor receptor superfamily member 10	0.55	0.0433
	OGFR	Opioid growth factor receptor, transmembrane signal receptor	0.55	0.0433
	PARP12	Protein mono-ADP-ribosyltransferase PARP12	0.55	0.0433
	APOL6	Apolipoprotein L6	0.55	0.0463
	C3AR1	C3a anaphylatoxin chemotactic receptor	0.54	0.0473
	OAS2	2′-5′-Oligoadenylate synthase 2	0.54	0.0473
	TLR1	Toll-like receptor 1	0.54	0.0489
**PGA-A**				
	CASP8	Caspase-8: cysteine protease, protease inhibitor	0.71	0.0063
	IL15RA	Interleukin-15 receptor subunit alpha	0.70	0.0063
	KLRK1	NKG2-D type II integral membrane protein	0.61	0.0225
	IFI44	Interferon-induced protein 44	0.58	0.0320
	MSR1	Macrophage scavenger receptor types I and II: oxidase, receptor, serine protease	0.57	0.0342
	IFIT3	Interferon-induced protein with tetratricopeptide repeats 3	0.57	0.0351
	IFNAR2	Interferon alpha/beta receptor 2: defense/immunity protein, type I cytokine receptor, type II cytokine receptor	0.57	0.0351
	IRF5	Interferon regulatory factor 5	0.57	0.0368
	ST8SIA4	CMP-N-acetylneuraminate-poly-alpha-2,8-sialyltransferase	0.57	0.0368
	TNFRSF9	Tumor necrosis factor receptor superfamily member 9	0.56	0.0400
	KYNU	Kynureninase, hydrolase	0.55	0.0422

*Strong correlation between interferon genes within the Inflammatory Response Gene Signature and clinical disease activity measures*.

*mLoSSI, Localized Scleroderma Skin Severity Index*.

*PGA-A, Physician Global Assessment of Disease Activity*.

**Figure 5:**
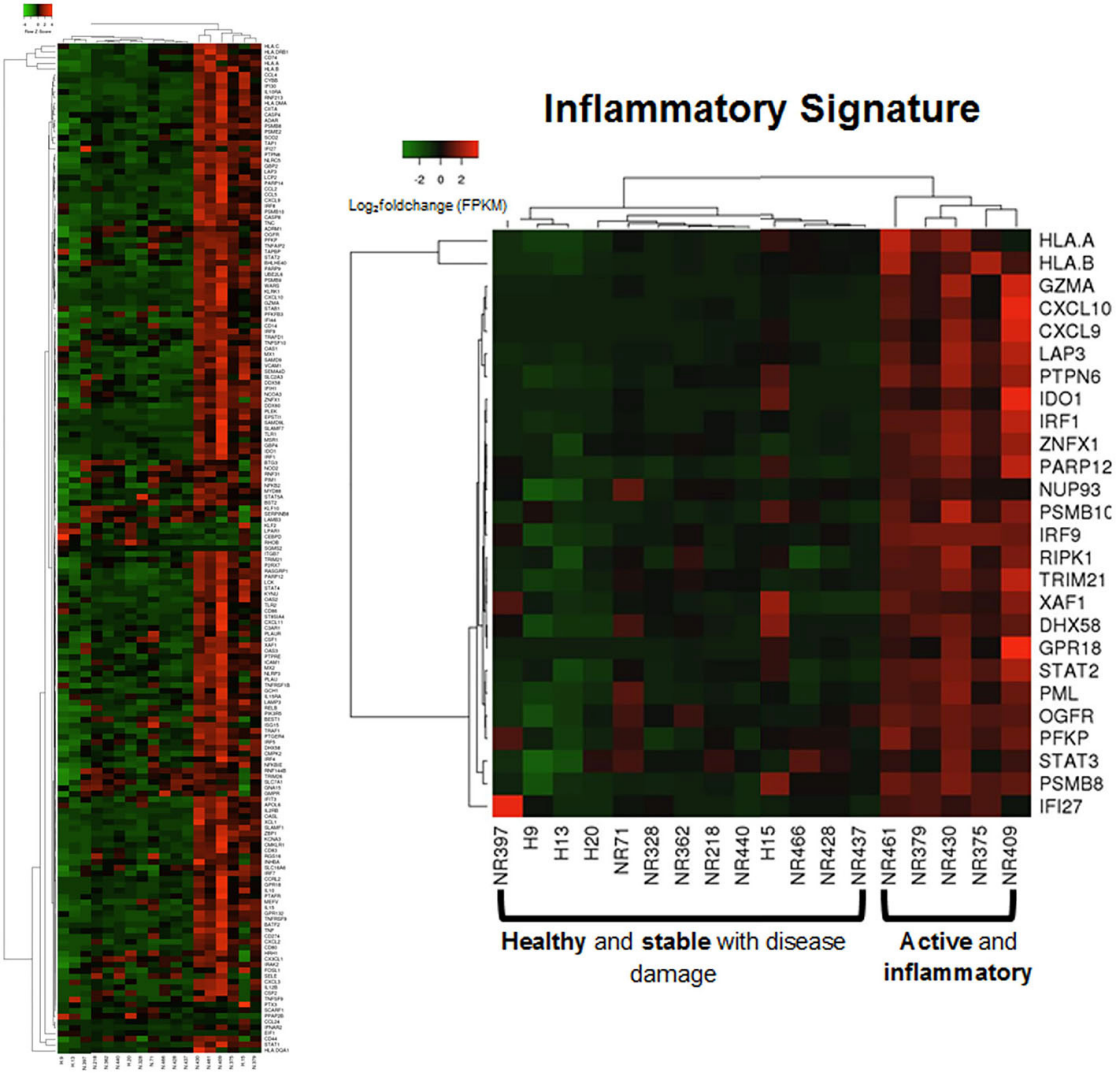
Supervised clustering using IRGS gene set identified a sub-clustering of 5 LS samples with high expression. These samples are considered to be in an active inflammatory disease state (via histological and clinical examination) suggesting the IRGS genes are indicators of active disease (see Supplementary Table 3 for IRGS gene set).

As described in the literature, IFNγ-related protein, CXCL9, had an upregulated transcriptional expression specifically in patients with active disease. Dual RNA and protein staining of LS and healthy negative controls showed localization of CXCL9 expression on CD163+ macrophages (Figure 6). Increased macrophage infiltration, with increased CXCL9 and IFNγ expression, was observed in LS tissue as compared to healthy tissue, especially in areas of inflammation when compared to H&E (Table 6). Macrophage-specific (CD163+) CXCL9 and IFNγ cells stained in close approximation to CXCR3+ T cells.

**Figure 6:**
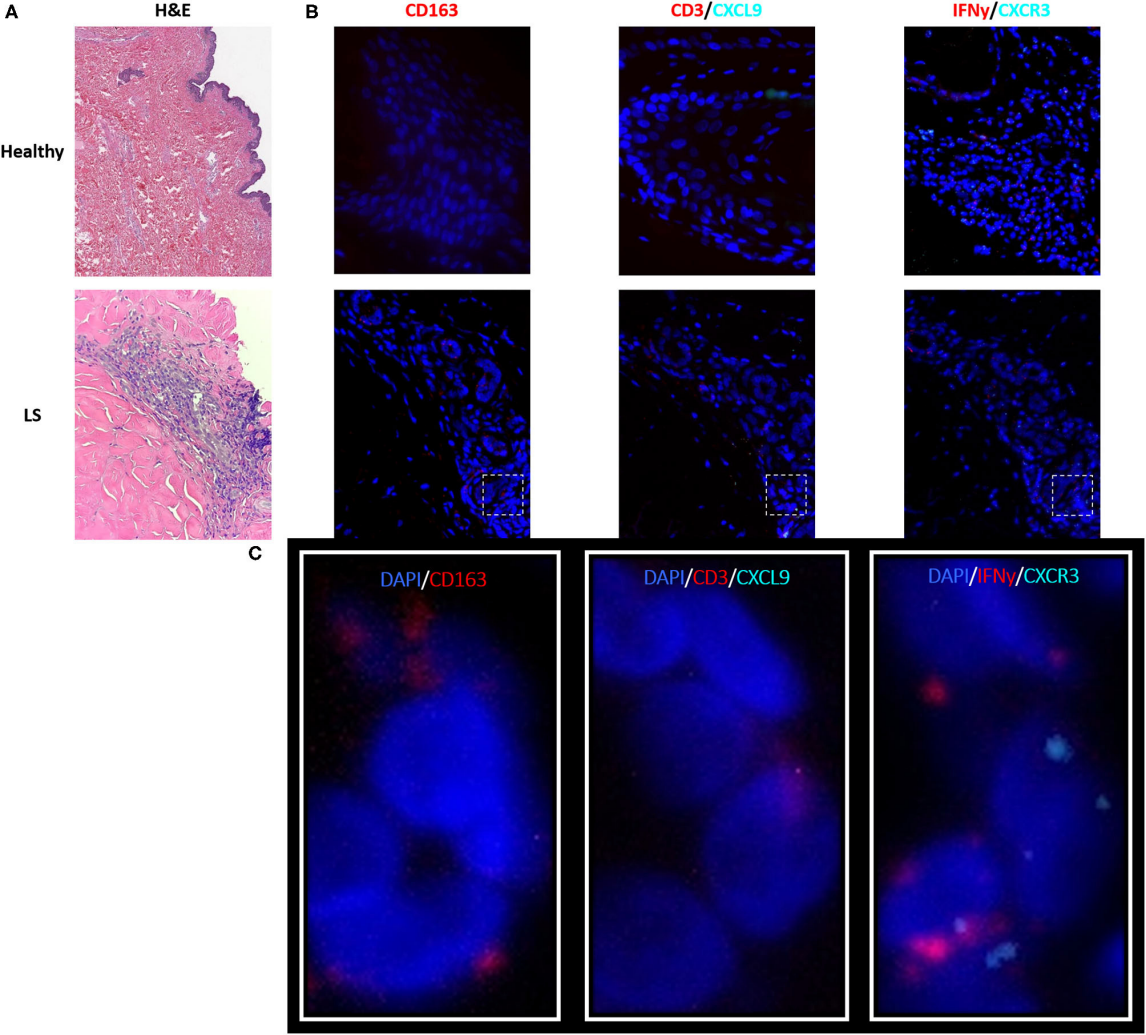
Visualization in the skin identifies T cell and macrophage co-localization, with CXCL9+ and IFNγ+ macrophages adjacent to CXCR3+ T cells in localized scleroderma (LS) skin. **(A)** H&E demonstrates inflammatory infiltrate extending into the lower reticular dermis in LS while the healthy sample demonstrates basal levels of minimal inflammatory cells that are typically localized to periadnexal structures. **(B)** RNAscope® fluorescent multiplex imaging showed increased macrophages (CD163+), CXCL9, and IFNy transcript in LS skin as compared to controls. **(C)** Macrophage-specific (CD163+) CXCL9 and IFNγ staining in close approximation to CXCR3+T cells.

**Table 6:** Immunofluorescent and RNAscope® fluorescent multiplex imaging of localized scleroderma and control skin.

	**Healthy (H) %**	**Localized scleroderma (LS) %**	**Difference (LS vs. H) %**
**RNA Scope expression relative to total cell count**			
CXCR3	3.11	5.31	2.20
IFNγ	5.34	22.81	17.47
CXCL9	5.31	9.62	4.30
CD3	7.81	10.74	2.92
CD163	0.00	13.36	13.36

*The number of positively stained cells per total number of cells per field at 40 × was used to compare abundance of transcript staining in macrophages and T cells*.

### Pediatric Inactive LS vs. Healthy Control Skin Transcriptome

The remaining inactive samples were then investigated. After applying expression cutoffs, 2,247 genes were differentially expressed in the inactive group (see Supplementary Table 4 for full gene list). Genes encoding for ECM formation and dermal restructuring such as development and differentiation of the epidermis, ECM organization, and keratinization were the most significant after GO and GSEA enrichment analysis (Table 7). The genes included in these enrichment groups included COL17A1, KRT173, FLG, and COL17A. Additionally, transcription factors that are important in regulating the production of factors that control epithelial–mesenchymal interactions, cellular proliferation, and extracellular matrix production such as WNT, ERK, PI3K-TBX, FOX, RUNX, and SRF were demonstrated to be highly expressed. The inactive sample DEGs contain a much higher prevalence of collagen and keratin genes with significantly fewer genes relating to the IGRS inflammatory signature.

**Table 7:** Pediatric inactive localized scleroderma vs. healthy control sample comparison identifies gene enrichment groups of interest related to fibrotic signatures.

**Function**	**Gene symbol**	**Gene description**	**Relative expression**	
**Epidermis development and differentiation**			**Log_**2**_FoldChange**	***p*-value**
	KRT73	Keratin, type II cytoskeletal 73	5.25	0.0049
	KRT2	Keratin, type II cytoskeletal 2 epidermal	4.65	0.0440
	HES5	Transcription factor HES-5: basic helix-loop-helix transcription factor	4.51	0.0077
	LCE1B	Late cornified envelope protein 1B	4.25	0.0036
	FLG	Filaggrin: cytoskeletal protein	4.23	0.0219
	KLK12	Kallikrein-12: serine protease	3.99	0.0033
	LCE1A	Late cornified envelope protein 1A	3.89	0.0040
	DCT	L-Dopachrome tautomerase: oxidase, oxygenase	3.79	0.0018
	CALML5	Calmodulin-like protein 5	3.77	0.0101
	PDZD7	PDZ domain-containing protein 7	3.55	0.0094
	SOX21	SOX-21: HMG box transcription factor	3.46	0.0010
	RBP2	E3 SUMO-protein ligase: G-protein modulator	3.26	0.0430
	EVPL	Envoplakin: intermediate filament binding protein	3.24	0.0001
	C1orf68	Skin-specific protein 32	3.22	0.0537
	KRT12	Keratin, type I cytoskeletal 12	3.22	0.0288
	KRT1	Keratin, type II cytoskeletal 1	3.22	0.0046
	POU3F1	POU domain, class 3, transcription factor 1	3.06	0.0009
	COL7A1	Collagen alpha-1(VII) chain	3.05	0.0002
	CASP14	Caspase-14: cysteine protease, protease inhibitor	3.05	0.0088
	PKP1	Plakophilin-1: intermediate filament binding protein	3.00	0.0006
	GRHL3	Grainyhead-like protein 3 homolog: transcription factor	2.98	0.0008
	EDAR	Tumor necrosis factor receptor superfamily member EDAR	2.90	0.0343
	LOR	Loricrin	2.88	0.0119
	COL17A1	Collagen alpha-1(XVII) chain	2.85	0.0016
	CDH3	Cadherin-3	2.80	0.0003
	LCE2B	Late cornified envelope protein 2B	2.77	0.0111
	TGM1	Protein-glutamine gamma-glutamyltransferase K: acyltransferase	2.72	0.0003
	KRT10	Keratin, type I cytoskeletal 10	2.71	0.0105
	SFN	14-3-3 protein sigma: chaperone	2.71	0.0007
**ECM organization**				
	PLG	Plasminogen: serine protease	−2.97	0.0313
	PRSS1	Trypsin-1: serine protease	−4.38	0.0308
	CTRB1	Chymotrypsinogen B: serine protease	−6.90	0.0008
	CTRB2	Chymotrypsinogen B2: serine protease	−7.09	0.0412
	FGA	Fibrinogen alpha chain	−8.15	0.0457

### Pediatric Active LS vs. Inactive LS Skin Transcriptome

The 10 active and four inactive samples were then compared to each other using differential gene analysis. Due to sample similarity, the magnitude of expression was decreased in this comparison so an adjusted cutoff to log_2_fold change > ±0.5 was used. After applying adjusted expression cutoffs, 1,213 genes were differentially expressed in the active group compared to the inactive group (see Supplementary Table 5 for full gene list). The enrichment groups discovered after GO and GSEA enrichment analysis were much broader in category, including epithelial–mesenchymal transition. Enrichment groups specifically related to immune or functional pathways including genes encoding for IL2 STAT5, IL6 JAK/STAT3, TNFα via NFKB, and KRAS signaling were the most significant (Table 8). The genes included in these enrichment groups included IL1B, NFKBIA, DUSP1, and JUNB. A positive correlation of some of the genes included in the enrichment groups, such as IFI44, CASP8, IFNAR2, IL15RA, and IFNAR2, among others, with disease activity scores of mLoSSI and PGA-A was seen (Table 5).

**Table 8:** Pediatric active vs. inactive localized scleroderma sample comparison identifies gene enrichment groups of interest.

**Function**	**Gene symbol**	**Gene description**	**Relative expression**	
**Epithelial–mesenchymal transition**			**Log_**2**_FoldChange**	***p*-value**
	CALD1	Caldesmon 1	1.06	0.0025
	FSTL1	Follistatin Like 1	1.04	0.0021
	CDH2	Cadherin 2	1.02	0.0037
	FBN2	Fibrillin 2	0.90	0.0006
	SPARC	Secreted protein acidic and cysteine-rich protein coding	0.85	0.0024
	ANPEP	Alanyl aminopeptidase, membrane	0.85	0.0061
	ITGB3	Integrin subunit beta 3	0.83	0.0185
	MYL9	Myosin light chain 9 protein coding	0.82	0.0185
	ITGB5	Integrin subunit beta 5	0.81	0.0031
**IL2 STAT5 signaling**				
	SH3BGRL2	SH3 domain-binding glutamic acid-rich-like protein 2	1.11	0.0002
	GATA1	Erythroid transcription factor	0.96	0.0021
	SELP	P-selectin	0.88	0.0005
	FAH	Fumarylacetoacetase	0.86	0.0015
	SLC2A3	Solute carrier family 2, facilitated glucose transporter member 3	0.83	0.0021
	IGF1R	Insulin-like growth factor 1 receptor	0.81	0.0004
	PIM1	Serine/threonine-protein kinase pim-1	0.75	0.0003
**IL6 JAK/STAT3 signaling**				
	CBL	E3 ubiquitin-protein ligase CBL	0.87	0.0009
	PF4	Platelet factor 4, chemokine	0.85	0.0015
	ITGB3	Integrin beta-3	0.83	0.0185
	IL1R2	Interleukin-1 receptor type 2	0.80	0.0074
	PIM1	Serine/threonine-protein kinase pim-1	0.75	0.0003
	IL17RA	Interleukin-17 receptor A	0.71	0.0002
	ACVRL1	Serine/threonine-protein kinase receptor R3	0.68	0.0310
	IL1B	Interleukin-1 beta	0.65	0.0033
	IFNGR2	Interferon gamma receptor 2	0.65	0.0014
**KRAS signaling**				
	TMEM158	Transmembrane protein 158	1.06	0.0026
	F13A1	Coagulation factor XIII A chain	1.00	0.0002
	BPGM	Bisphosphoglycerate mutase	0.91	0.0014
	GYPC	Glycophorin-C	0.89	0.0049
	CBL	E3 ubiquitin-protein ligase CBL	0.87	0.0009
	PLEK2	Pleckstrin-2, cytoskeleton	0.83	0.0113
	TFPI	Tissue factor pathway inhibitor	0.81	0.0062
	PLVAP	Plasmalemma vesicle-associated protein	0.77	0.0236
	PTGS2	Prostaglandin G/H synthase 2	0.76	0.0018
**TNFα** **signaling via NFKB**				
	PFKFB3	6-Phosphofructo-2-kinase/fructose-2,6-bisphosphatase 3	0.92	0.0011
	BCL6	B-cell lymphoma 6 protein	0.81	0.0007
	TNFRSF9	Tumor necrosis factor receptor superfamily member 9	0.70	0.0025
	BCL3	B-cell lymphoma 3 protein	0.67	0.0029
	IRS2	Insulin receptor substrate 2	0.65	0.0184
	IL1B	Interleukin-1 beta	0.65	0.0033
	IFNGR2	Interferon gamma receptor 2	0.65	0.0014
	PTPRE	Receptor-type tyrosine-protein phosphatase epsilon	0.64	0.0001
	FOSL2	FOS Like 2, AP-1 Transcription Factor Subunit	0.63	0.0010

### Subanalysis of Juvenile LS Disease Subtypes

Samples were then separated based on clinical subtype of disease (Figure 1), which included four linear scleroderma of the trunk and limb, three linear scleroderma of the face and scalp, three circumscribed morphea, and four generalized morphea samples, and then compared to healthy controls independently. 

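The subtype of each LS sample was taken from the labels. The groups held 4 samples of generalized morphea (L1, L2, L3, L13), 4 of linear scleroderma of the trunk and limb (L4, L5, L10, L11), 3 of circumscribed morphea (L6, L7, L8) and 3 of linear scleroderma of the face and scalp (L9, L12, L14). Each was compared with the same 4 healthy samples in a limma fit of these samples alone, over the genes tested for LS as a whole. On simulated data with 4 against 4 samples this test recovered 47.1% of genes with a log2 change of 2.5 and 89.8% of those with a change of 5. With 3 against 4 samples it recovered 27.2 and 81.7%. The simulation gave both groups the same spread per gene, pooled within LS and healthy samples. Healthy samples lay farther apart than LS samples, so the real recovery may be lower. The short-transcript batch is uneven over the subtypes. L3 and L13 of generalized morphea and L12 and L14 of the face and scalp belong to the batch that lists few short transcripts, and the other 2 subtypes lie wholly in the other batch.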

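At an adjusted p under 0.05 no gene differed between generalized morphea and healthy samples, linear scleroderma of the trunk and limb and healthy samples, or linear scleroderma of the face and scalp and healthy samples. In circumscribed morphea 1 gene was called, MIR604, a microRNA gene named here after its values were seen (log2 fold change 8.15, standard error 0.65, adjusted p = 0.0499, limma). The numbers of genes with an unadjusted p under 0.05 were 1973, 2920, 2531 and 1810 in that order. In one fit of all 5 groups the LS samples of every subtype set the spread. That fit called 380, 543, 326 and 302 genes, and 100, 165, 111 and 120 of them passed both cutoffs. MIR604 was not among the 302. Without H4 the trunk and limb comparison called 443 genes, and with the short-transcript batch as a term, which sets H4 apart, 424. With the threshold at 0.1 the counts did not change.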

For each comparison, around 50 genes were differentially expressed. Of these DEGs, many overlapped between subtypes with some specific expression for each group (Figure 7A). 

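Since few genes were called, overlap was counted at an unadjusted p under 0.01 in the same direction, which 386 genes reached in generalized morphea, 910 in linear scleroderma of the trunk and limb, 694 in linear scleroderma of the face and scalp and 452 in circumscribed morphea. Shared genes as a percentage of the genes in either list (Jaccard index) had a mean of 22.5% ± 5.75 (SD over 6 pairs of subtypes). The comparisons share their 4 healthy samples, which alone makes lists overlap. In 100 simulations of unchanged groups against these controls the mean was 8.56% and the highest value 61.6%. For single pairs, between 11 and 18 of the 100 simulations gave an overlap as large, so the overlap was not larger than shared controls can give. The mean correlation of the log2 fold changes across genes, which are not independent replicates, was 0.766 between subtypes and 0.677 in the simulations. With one fit of all groups the mean overlap was 36.02%. From the shared and the specific genes the paper concludes that each subtype has traits of its own.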

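Within LS, subtype accounted for 29.3% of the squared Euclidean distance between the 14 samples on log2(FPKM + 0.1), against a mean of 23.1% for permuted labels (permutation test with 100000 resamples, p = 0.0473). The value depends on single samples. Without L14 it was 27.1% (permutation p = 0.263) and without L12 28.4% (permutation p = 0.186). With the labels permuted only within the short-transcript batches the p was 0.0894, and 2 subtypes lie wholly in one batch. In a moderated F test over the 4 subtypes (limma) no gene had an adjusted p under 0.05, with 1947 genes at an unadjusted p under 0.05.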

Clustering of all samples showed that even within LS, distinct subgroupings occurred. While many genes were common compared to healthy controls, each subtype has unique genetic traits correlating to cutaneous disease manifestations and different immune profiles (Figure 7A). 

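The genes that Figure 7A names were tested in the comparisons they are named for. At an adjusted p under 0.05 over all genes none was called in any of these comparisons, and 6, 9, 8 and 7 had an unadjusted p under 0.05 in generalized morphea, trunk and limb, circumscribed morphea and face and scalp. When adjusted over the list alone, 5 of 10 genes were called in generalized morphea, 9 of 13 in linear scleroderma of the trunk and limb, 6 of 11 in circumscribed morphea and 2 of 11 in linear scleroderma of the face and scalp. The paper chose these genes on the same samples, so this count is not independent evidence. All genes tested were higher than in healthy samples except DPP4 in circumscribed morphea. The other genes of Figure 7A, named for other subtypes, also lay mostly above healthy, 19 of 23 in generalized morphea, 15 of 20 in trunk and limb, 18 of 22 in circumscribed morphea and 20 of 22 in face and scalp, but a smaller share of them, 7, 3, 3 and 2 of these genes, had an unadjusted p under 0.05. NOTCH1, which the figure gives to 3 subtypes, had a log2 fold change of 1.46 in generalized morphea, 1.52 in trunk and limb and 1.57 in face and scalp (adjusted p = 0.432, 0.151 and 0.226, limma). TNFAIP6 had 3.64 (standard error 1.34) in generalized morphea, HSPA1B 3.34 (standard error 1.49) in face and scalp, and TLR9 1.06 (standard error 0.36) in trunk and limb. BTNL10, CCL25 and COLEC10 were too low to test. Whether a gene differed more in one subtype than in another is covered by the test within LS alone, in which no gene was called.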

Enrichment of subtype-specific DEGs showed that generalized morphea and circumscribed morphea subtypes (more common in adult-onset) had increased activity to the inflammasome pathway in cellular response categories (GSEA), but only generalized morphea had elevated TNF-related molecular adhesion and migration activity (GSEA) as well as T-cell activator differentiation (GO) (Figure 7B). Circumscribed morphea had elevated interferon and ubiquitin-related cell activation pathways in addition to seven inflammatory activation genetic profiles. 

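The circle of Figure 7A for circumscribed morphea alone holds DDX58, DDX60, DPP4, NOD2, OAS3, P2RX7 and PGM2. Of these DDX58 (log2 fold change 1.57, standard error 0.47), OAS3 (1.86, standard error 0.67), NOD2 (3.24, standard error 1.28) and PGM2 (1.00, standard error 0.38) were higher than in healthy samples at an unadjusted p under 0.05. DDX60 (1.12, standard error 0.50) and P2RX7 (3.23, standard error 1.45) were higher without reaching it, and DPP4 was lower (-1.87, standard error 0.48) at an unadjusted p under 0.05. The adjusted p-values of these genes lay between 0.365 and 0.504 (limma, 3 against 4 samples).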

Linear scleroderma (more common in pediatric onset) had increased activity of the immune activation-related genetic profile and high expression of cell killing, immune response, and chemical synapse pathways (GO) (Figure 7B). Linear scleroderma of the face and scalp had increased activity of the neural inflammatory signaling pathways (GSEA), which may correspond to the brain lesions associated with this subtype (28). Linear scleroderma of the trunk and limb subtype shared the most genes with the other subtypes, especially circumscribed, and individually had increased collagen deposition in the intrinsic prothrombin activation pathway (GSEA). 

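Linear scleroderma of the trunk and limb had the highest mean overlap with the other subtypes, 26.8%, against 23.3% for face and scalp, 20.5% for generalized morphea and 19.4% for circumscribed morphea. It also had the most genes at an unadjusted p under 0.01 to begin with. By pair, it shared 361 genes with face and scalp (29.0%), 288 with circumscribed morphea (26.8%) and 255 with generalized morphea (24.5%). The simulated means for these pairs were 9.15, 7.85 and 10.1%. The correlation of log2 fold changes across genes, which are not independent replicates, was highest with circumscribed morphea, at 0.899 against a simulated mean of 0.683.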

An important limitation of this subtype subanalysis is the low sample number and an unequal distribution of active and inactive samples within each subtype group.

**Figure 7:**
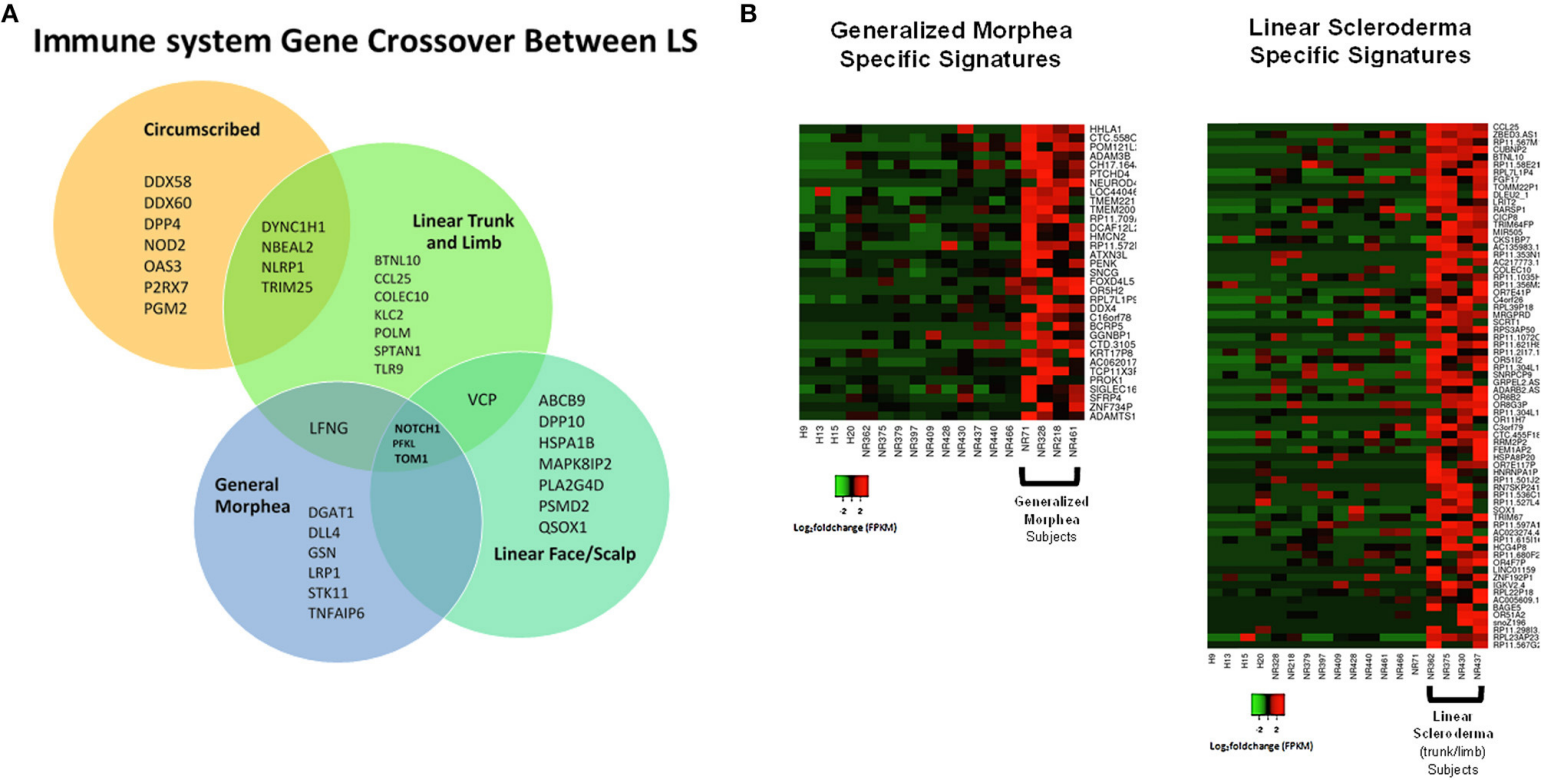
Shared and divergent immunological pathways among localized scleroderma subtypes. **(A)** Venn diagram demonstrates genetic immunological overlap occurring between subtypes, while having some uniquely different gene expression. **(B)** The two main LS subtypes, generalized morphea and linear scleroderma, display some areas of unique gene expression profiles that correspond to unique enrichment groups.

## Discussion

Gene expression profiling has traditionally used RNA extracted from fresh frozen (FF) tissue that is typically flash frozen or frozen in RNA stabilization solution such as RNAlater® (14). Unfortunately, there are many difficulties associated with the collection of FF specimens mostly pertaining to availability of enough tissue (29). However, abundant archival FFPE samples, retained from diagnostic histopathology procedures, offer an alternative to the scarcer FF sample (30). In pediatric research, the use of paraffin blocks stored from diagnostic procedures also reduces the need for children to undergo additional research biopsies. The potential for gene expression analysis lying within FFPE archives presents researchers with the opportunity to pursue retrospective studies focusing on correlations between gene expression patterns and disease states or phenotypes (31). As the storage of biopsy samples customarily involves formalin fixation and paraffin embedding, the optimization of methods for performing gene expression analysis on FFPE tissues will significantly expand the preexisting tissue resources from which researchers can draw data (18). Already, studies have demonstrated that FFPE samples may serve as a comparable alternative to FF samples for gene expression analysis in glioblastoma, endometrial, lung, and breast cancer tissues (18–22). In 2014, Hedegaard et al. investigated the potential applications of RNA-Seq and DNA Exome-Seq procedures on FFPE samples of colon, prostate, and bladder carcinomas, ultimately finding that after mapping analysis, clear correlations and similar sequence variants existed between RNA-Seq and DNA Exome-Seq results, respectively (19). Iddawella et al. performed correlational analysis on RNA profiles of matched FF and FFPE breast cancer samples and found correlations ranging from 0.83 to 0.89 which improved to 0.96 to 0.98 upon gene selection, thus solidifying that FFPE tissues could serve as reliable sources for expression profiling (32).

Sequencing of paired RNAlater and FFPE pediatric skin tissue samples has not been performed to date, and our data being presented yielded comparable results in quality and mapped genes between healthy and disease (LS) pediatric skin, with correlation analyses of RNA profiles of matched samples similar to those recently reported in breast cancer and other tissue sources (18–21, 32, 33). A high correlation of RNAlater and FFPE tissue found in this investigation indicates that FFPE tissue can be utilized for bulk RNA-seq in place of fresh or FF tissue in both healthy and disease state of the skin. This may open the door for several autoimmune and other skin diseases to be able to take advantage of stored tissue, especially in pediatrics in which repeat fresh biopsies are not tolerated well. These results supported our decision to use FFPE skin samples for RNA sequencing of 14 additional skin samples to evaluate the difference in transcriptomic expression between LS and healthy controls.

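The gap between the preservations was wider in the mean of the healthy than of the LS donors, though single donors overlap, with a rho of 0.867 in H2 and 0.704 in H3 against 0.853 in L1 and 0.967 in L2. The SD over genes of the FFPE minus RNAlater difference in log2(FPKM + 0.1) was 1.70 in the mean of the healthy and 1.04 in the mean of the LS donors, and 6591 against 3835 genes lay more than 1 apart. A limma test of preservation by disease over the 4 donors called 12 genes, with 1521 at an unadjusted p under 0.05, and each of the 12 has a transcript of up to 150 nt. Between donors, Spearman's rho across genes lay between 0.957 and 0.990 for RNAlater libraries and between 0.649 and 0.884 for FFPE libraries.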

### Unique Transcriptomic Findings in Pediatric Localized Scleroderma

To date, studies examining the pathogenesis of LS have consisted of reports of circulating chemokine profiles or antibodies, flow cytometry of peripheral blood, and immunostaining often in a limited number of samples or without controls (34–37). Most of these studies have observed increased serum CXCL9 and CXCL10 levels that are associated with increased clinical measures of disease activity (2, 11, 38–41). Despite these studies, the pathogenesis of LS is largely unknown with transcriptional profiling by microarray or RNA bulk sequencing limited to two available studies.

Little is known about the transcriptional profile of localized scleroderma (LS) and even less about pediatric LS. Only a few studies have investigated the gene expression of LS through NGS methods, and our study is the first to examine a wide range of subtypes from pediatric LS subjects. In SSc, transcriptional investigation has been successful at classifying samples based on genetic differences that could indicate or predict disease progression and potential future treatment plans. In the landmark SSc microarray skin expression studies defining these classifications by Milano et al. there were three adult LS subjects included with the 24 SSc subjects. The skin expression patterns classified the SSc subjects by four distinct genetic signatures: diffuse proliferation, inflammatory, limited, and normal-like (42). All three LS subjects' microarray expression aligned with the inflammatory signature on the DEG heat map, expressing primarily T-lymphocyte- and IFNγ-related genes and associating with the early diffuse cutaneous SSc subjects (42).

The other available NGS transcriptional study of LS skin was conducted in pediatric patients but was limited to those with craniofacial scleroderma subtype, termed Parry Romberg Syndrome. RNAseq analyses demonstrated that LS samples (*n* = 16) had increased enrichment groups pertaining to inflammation driven by chemokines/cytokines and interleukins as well as apoptotic signaling which includes genes such as IL24, PROK2, CSF3, RTL1, DPP2, WISP2, and SCARA5 (43).

In our dataset, the comparison of LS to healthy samples clearly identified a distinct transcriptomic difference between disease and healthy skin. Similar enrichment groups related to inflammation as seen in both transcriptional studies performed to date on LS skin were reflected; however, the specific genetic profile of the pediatric LS samples more closely matches the samples within the inflammatory signature that were analyzed with the SSc samples described by Milano et al. Furthermore, within the diverse group of samples included in this study, a distinct subset of patients expressed similar inflammatory genes including interferon-inducible chemokines such as CXCL9, CXCL10, CXCL11, and IFNγ itself. Similar to SSc, subgroupings of LS patients are expected to be present as these inflammatory genes were more highly expressed in LS patients with more inflammatory or active lesions, with associated higher clinical activity scores of mLoSSI and PGA-A. Smaller less distinct subgroupings based on fibrotic and transitioning characteristics are less distinct in this dataset, but clear disease progression in genetic profile is observed.

### Pediatric LS vs. Healthy Control Skin: Inflammation and Fibrosis

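Over the 175 IRGS genes the mean score was 1.85 ± 1.09 (SD, n = 4) in healthy and 2.85 ± 0.82 (SD, n = 14) in LS samples. The difference of 1.00 did not exceed the spread between samples (exact permutation test over all splits, two-sided, p = 0.0673), and 5 of 14 LS samples lay above every healthy sample. Without H3 the difference was 1.44 (exact permutation p = 0.0118) and without H1 0.57 (exact permutation p = 0.315). At an adjusted p under 0.05, 34 of the 175 genes were called, 29 higher in LS, and 38 when adjusted over the list alone. Beside the exact test of the score, camera placed the list higher in LS (p = 3.24e-05) and fry did not call it (p = 0.0530). The paper assembled the IRGS on these samples, so these tests are not independent evidence. In the RNAlater libraries the score was 0.73 higher in the 2 LS than in the 2 healthy donors, against 0.19 in the FFPE libraries of the same donors. Among the libraries that list short transcripts alone the FFPE difference was 1.14 (exact permutation p = 0.108).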

A defining gene characteristic in the DEG analysis between all LS patients compared to controls is the inflammatory signaling enrichment groups. A specific interest was taken in the presence of the KRAS signaling pathway, which has previously been defined as a key component of the MAPK/ERK signaling pathway for modulating ERK activity and was highly enriched in the dataset. This pathway plays an important role in cell proliferation, migration, differentiation, and apoptosis and especially T cell infiltration to tissue, including transitioning to T regulatory and TH17 cells (44). The abundance of Tregs and TH17 cells has been contested in recent publications, but the consensus is that both of these cell types are decreased in LS but with an overall increase in interferon expression (all interferon subtypes). Overexpression of the KRAS signaling pathway has been shown to be critical to the development of Th17 cells and the Th17/Treg cell imbalance (45). The KRAS pathway is thought to induce the IRF7 signaling that leads to increased gene expression and induction of key proteins involved in expression and secretion of interferon gene expression inducing the conversion of CD4+-naïve T to Treg cells by upregulating genes that characterize Tregs, including FOXP3 (46–48). In this study, only the KRAS signaling and interferon signaling pathways were observed, including IRF7, with no regulatory component present. The lack of FOXP3 expression observed here and in our prior publication of LS circulating PBMC profile (46) indicates that while the KRAS signaling pathway is inducing interferon-related expression, as seen in the data through high expression of IRF7, IFI27, CCL2, CXCL12, and ARG1, the induction of Th17 and Treg populations is low. Additionally, KRAS and the MAPK/ERK pathway have also been linked to matrix metalloproteinase (MMP) expression (49). 

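Among IRF7, IFI27, CCL2, CXCL12 and ARG1, the last alone was called in LS (log2 fold change 3.76, standard error 0.97, adjusted p = 0.0142, limma). Its FPKM was 0.63, 5.48, 0 and 13.3 in H1 to H4 and between 2.18 and 81.01 in LS, and it was at 70.8 and 26.1 in the RNAlater libraries of the healthy donors H2 and H3. Its call was lost without H1 or without H3. IRF7 was at 0, 0.52, 3.31 and 0.68 FPKM in H1 to H4 and had a median of 1.75 in LS (log2 fold change 1.55, adjusted p = 0.0858). IFI27 was at 43.3 ± 20.0 FPKM (SD, n = 4) in healthy and 109 ± 87.4 (SD, n = 14) in LS samples (adjusted p = 0.134). CCL2 was at 21.8 ± 10.8 FPKM (SD, n = 4) and 34.4 ± 35.0 (SD, n = 14), with a fold change of 0.27 (adjusted p = 0.775). CXCL12 was lower in LS, at 306 ± 118 FPKM (SD, n = 4) in healthy and 100.1 ± 45.5 (SD, n = 14) in LS samples (-1.99, adjusted p = 0.150), and 10 of 14 LS samples lay under every healthy sample. As a list the 5 genes were 0.94 higher in LS on the log2 scale (exact permutation p = 0.00327), which fry called (p = 0.0183) and camera did not (p = 0.372).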

MMPs are antifibrotic molecules that induce the degradation of the collagens and other ECM components; unbalanced expressions of MMP and tissue inhibitor of metalloproteinases (TIMP) are involved in the fibrotic process of related autoimmune diseases (50, 51).

### Pediatric Active LS vs. Healthy Control Skin: Inflammation

While signaling and fibrogenic pathways did not enrich in the active LS DEG analysis compared to controls, the overall inflammatory signal dominated the genetic landscape. Enrichment pathways for cytokine and IFNγ signaling predominate, and many genes included in the active LS DEG list correlate with clinical parameters such as disease scoring and lesion number. CXCR3-related ligands, CXCL9, CXCL10, and CXCL11, have repeatedly been presented as active indicators of LS in both protein and transcriptional expressions (11, 38–40). The appearance of these genes as DEGs in active LS expression lists provides further evidence of the importance of these cytokines in LS disease propagation. Transcript staining of these markers in pediatric skin matches immunohistochemistry (IHC) from the skin from adult subjects in the Morphea in Adult and Children (MAC) cohort in which the expressions of TH1 cell markers (CD3, CD4, CXCR3) and CXCL 9 and 10 chemokines were investigated in LS skin (52). A predominate lymphocytic infiltrate was identified in perivascular and periadnexal areas of the superficial and deep dermis of LS subjects, all of which show strong staining with increased percentages of CD3+, CD4+, and CXCR3+ cells (52). The RNAscope findings in our study corroborate the IHC staining by Walker et al., revealing that CXCL9-expressing macrophages reside close to CD4 lymphocytes expressing CXCR3 but neither cell co-expresses the other (52), and supporting our hypothesis that LS macrophage activation mediates IFNγ expression and subsequent T cell CXCR3 receptor binding to overexpress CXCL9 chemokines. Fusiform cells with fibroblast morphology were also observed as CXCL9 expressers in the dermis of LS patients (52). This observation provides some linkage to the idea that fibrosis in LS is inflammatory driven by chemokine fibroblast stimulation and expression.

### Pediatric Inactive LS vs. Healthy Control Skin: Fibrosis

Inactive LS sample DEG enrichment groups predominantly relate to ECM formation and dermal restructuring. Previous studies have identified sub-epithelial thickening and deposition of the extracellular matrix (ECM) as common features of scleroderma skin biopsies (53–55). Fibrogenetic transition states have been implicated in fibrosis, especially in autoimmune-mediated diseases, because of the large role these transition states play in connective tissue composition. Mesenchymal cells such as fibroblasts are the predominant source of many ECM proteins, which is particularly true for fibroblasts that have differentiated into a myofibroblast phenotype (56), i.e., alpha smooth muscle actin (α-SMA)-expressing fibroblasts. Myofibroblasts are known to be the primary source of type I and III collagen in fibrotic lesions, and this is thought to be a consequence of a phenotype differentiation that is dependent on stimulation by TGFβ in many fibrotic diseases (57, 58). In our LS samples, transcription factors that are important in regulating the production of factors that control epithelial–mesenchymal interactions, cellular proliferation, and extracellular matrix production (59, 60) such as WNT, ERK, PI3K- TBX, FOX, RUNX, and SRF were demonstrated to be highly expressed. However, TGFβ is distinctly absent in the LS signature in this dataset. As mentioned, TGFβ is thought to be a key regulator for wound healing and other fibrotic diseases, including SSc, a disease that shares some skin characteristic with LS (61). One of the key factors of this pediatric LS dataset is the lack of TGFβ expression in DEGs between different disease activities and subtypes, which may indicate that TGFβ is not the driving pediatric localized scleroderma fibrosis like it is in SSc skin.

### Pediatric Active LS vs. Inactive LS Skin: Dysregulation

The gene signature of the active samples compared to the inactive samples contains genes related to the general inflammatory response or dermal restructuring as seen in the independent active and inactive comparison to healthy samples, but to a lesser degree of expression change and more truncated gene list. Although the expression is lower, genes related to higher pathway functionality can be seen more clearly than in the other comparisons. The KRAS signaling pathway was among the highest enriched groups with increased expression seen in active samples. This supports our findings from the active samples compared to healthy controls and indicates that this signaling pathway might be directly related to active disease, potentially supporting this pathway as a biomarker of the active disease state in LS. A positive correlation of some of these genes with disease activity scores further supports this relationship.

Of the significantly upregulated pathways associating with disease activity, the JAK/STAT pathways are the most prevalent in DEG comparisons between disease and healthy controls and between active and inactive diseases. These pathways are of clinical interest, as medications inhibiting this pathway exist for autoimmune disease. Inhibitors of these pathways were shown to decrease dermal thickness in a mouse model of LS (62) and improvement symptoms of disease, such as erythema, induration, range of motion, and strength in limited human application. Two of the most used JAK inhibitors, tofacitinib (inhibits Jak1/3) and baricitinib (inhibits Jak1/2), were found to be effective in both human patients and scleroderma mouse models, although the direct mechanism is less clear. The inhibitors might directly inhibit excess collagen production by fibroblasts (62). STAT3 and STAT5 are activated in response to growth, stress, and inflammatory stimuli and are critical for the induction of immune response and pro-proliferative genes (63, 64). Additionally, a direct physical interaction between STAT3 and several NF-κB subunits has been shown to act together to regulate the expression of an overlapping group of target genes (including SERPINE1, BCL3, and BCL2), which result in both transactivation and repression depending on the cellular context (65). While this transcriptomic examination cannot pinpoint direct areas of dysregulation in these pathways, it is highly likely that an active disease in LS is directly linked to those identified which can be examined further in future studies.

## Conclusion

These findings strongly support unique genetic profiles for active and inactive stages of LS and provide areas in which therapeutic intervention could be better targeted. The predominant inflammatory signature in active LS explains why common systemic therapies largely consisting of methotrexate and corticosteroids (66–70) are reasonably effective in the early stages of disease, although they are associated with significant side effects, limiting tolerability and compliance (71–74). The signaling pathways that increased in active disease compared to inactive disease provide further insight to possible disease propagation and potentially pathogenesis, which could help guide current therapies and provide targets for future approaches. The transcriptome classification system in SSc that was determined by Milano et al., has been used more recently to predict patient response to therapy, such as the inflammatory subset showing better response to mycophenolate mofetil and the fibroproliferative group showing better response to stem cell transplant (75, 76). A methodologically similar classification of LS using immunophenotyping of the transcriptome in a higher number of and more diverse group of patients could help to delineate immunological subtypes and determine therapeutic responses to disease.

This study provides the initial foundation demonstrating different immunophenotypes in LS more based on disease activity status rather than disease subtype as a stronger clustering motif. Although all subtypes and activity levels of LS were captured in our study, which is novel to the existing RNA seq literature, sequencing of additional LS sample numbers is underway, which will help to further define these immunophenotypes.

The results of this study provide two novel aspects: (1) an initial dive into the understanding of the pathways promoting and/or sustaining disease in LS by providing initial skin transcriptomic data across disease states and subtypes in LS and (2) demonstration of the utility of RNA seq in paraffinized skin, opening the door to the study of numerous skin conditions using clinically obtained stored specimens, especially helpful in pediatric skin conditions in which a repeat skin biopsy for fresh tissue for research purposes is usually not accepted well by patients and parents.

## Data Availability Statement

The datasets presented in this study can be found online at the NIH GEO repository under GSE 166861.

## Ethics Statement

The studies involving human participants were reviewed and approved by University of Pittsburgh IRB. Written informed consent to participate in this study was provided by the participants' legal guardian/next of kin. Written informed consent was obtained from the minor(s)' legal guardian/next of kin for the publication of any potentially identifiable images or data included in this article.

## Author Contributions

KT obtained funding to perform the study, was in charge of oversight of the study from initiation to completion, reviewed the data and assisted in interpretation, and contributed to manuscript drafting and review. EM contributed to the majority of complex data analyses and summary of results, as well as drafting and editing of the manuscript. JW and RM contributed to additional data analyses and manuscript review. QY, XW, and WC contributed to computational data analysis guidance, experimental design, and manuscript editing. CL and KS contributed to manuscript editing and results presentation. LK provided materials and oversight of RNAScope analyses and manuscript review. All authors contributed to manuscript review and read and approved the final manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Abbreviations

LS: localized scleroderma
SSc: systemic sclerosis
RNAseq: RNA sequencing
IFNγ: interferon γ
IRGS: inflammatory response gene signature
CARRA: Childhood Arthritis and Rheumatology Research Alliance
mLoSSI: modified Localized Scleroderma Skin Severity Index
PGA-A: Physician Global Assessment of Activity
TH1: CD4+ IFNγ + T cells
Tregs: FOXP3+ regulatory T cells
TH17: IL17+ T cells
CXCL9: monokine induced by gamma interferon [MIG]
CXCL10: interferon gamma-induced protein 10 [IP-10]
NGS: next-generation sequencing
FF: fresh-frozen
FFPE: formalin-fixed; paraffin-embedded
NRCOS: National Registry for Childhood Onset Scleroderma
GSEA: gene set enrichment
MMP: matrix metalloproteinases
TIMP: tissue inhibitor of metalloproteinases
IHC: immunohistochemistry
MAC: Morphea in Adult and Children
ECM: extracellular matrix
α-SMA: alpha smooth muscle actin
TGFβ: transforming growth factor beta.

How the deposited data were processed for this re-analysis (not part of the article)

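RNA from formalin-fixed, paraffin-embedded (FFPE) skin of 4 healthy (H1 to H4) and 14 LS samples (L1 to L14) was sequenced, and for 4 of these donors (H2, H3, L1, L2) RNA from skin kept in RNAlater as well, 22 libraries in all. The authors aligned the reads with STAR, counted them with HTSeq and deposited FPKM per gene symbol, rounded to 2 decimals, as the file headers and the methods describe. These FPKM are scaled to gene length and library size and carry no further normalization that the methods name. The authors tested counts with DESeq2. Counts, read-level quality measures and disease activity scores were not used here. Every column of values was mapped to a sample. Of the gene symbols 28 had become dates, 1533 start with LOC, and 4487 were at 0 in all 18 FFPE samples. Positions, transcript lengths and GC content came from release 44 of the GRCh38 gene annotation, not from the release the authors used, and 23027 symbols were found there, 1362 of them through older symbols.

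The depth of a library is not known from FPKM. The number of genes above 0 FPKM, and the most frequent value of at most 0.2 FPKM among 378 olfactory receptor genes, were taken as measures of it, and the latter could be read in 1 of the 4 healthy FFPE libraries. A value of exactly 0 was described as listed at 0, since 1 of 15 common genes looked at was at 0 in a library.

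Samples were grouped by the disease and subtype in their labels. The FFPE and RNAlater libraries were paired by the donor in the labels and the methods. The pairing was checked by the correlation across genes, which was highest on average for the same-donor pairing among the 24 possible ones. Taken singly, only the FFPE library of H3 correlated best with the RNAlater library of its own donor, so this is a weak check. Expression was compared with limma 3.58.1 in R 4.3.3 on log2(FPKM + 0.1), for genes with at least 0.1 FPKM in at least 4 samples, with an intensity trend in the empirical Bayes step and Benjamini-Hochberg adjustment. The thresholds were those of the paper, an adjusted p under 0.05 and an absolute log2 fold change over 2.5. The donor was a block in the FFPE against RNAlater comparison. Separation was the share of the squared Euclidean distance between groups, and scores of gene lists were means of log2(FPKM + 0.1), each with a permutation test over all splits of LS against healthy samples, or with 100000 resamples within LS. Lists were also tested with camera (preset correlation 0.01) and fry. The lists were 17 of the paper's own and 16 of tissue markers written before the data were examined. Clustering was hierarchical with average linkage on mean-centered values. Overlap between subtypes was counted at an unadjusted p under 0.01. It was set against 100 simulations of unchanged groups that share the controls. A first scheme of simulation, with sign flips of whole samples, was replaced by combinations of residuals after its result was seen, and the values of the second scheme are given. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 served for tables and figures.

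Genes were named by a rule written before the data were examined: every gene the paper names for a comparison, and the 5 genes with the smallest adjusted p in each direction among those past both cutoffs. Some genes and 1 list are not reported here. The alternatives set before the data were examined were pseudocounts of 1 and 0.01, no filter, a filter at 1 FPKM, median-of-ratios rescaling, quantile normalization, Y-linked genes left out, no intensity trend, sample weights, a rank test, an adjusted p under 0.1, one fit of all groups, no donor block, the log2 ratio of group mean FPKM, other thresholds of detection, the 1000 genes with the largest variance, z scores, other linkages or unit variance in the clustering, and each sample left out in turn. Corrections for GC content and transcript length, the short-transcript batch as a term, only the libraries that list short transcripts, divisions in 3 and 4 clusters and, for the ratio of spreads, the 1000 genes with the largest variance were added after the data were seen. The Table 3 lists were first counted by their permutation p and then by camera, the test planned for them.

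The tests were tried on simulated data with 200 changed genes in each of 5 runs. Each gene had the same spread in both groups, pooled within the LS and healthy FFPE samples, and this spread also served for the pairs. The wider spread of healthy samples was not simulated. With 14 against 4 samples limma recovered 75.0% of genes with a log2 change of 2.5 and 97.4% with a change of 5. With 4 against 4 it recovered 47.1 and 89.8%, and with 3 against 4 it recovered 27.2 and 81.7%. With 4 pairs and a block it recovered 0% at 2.5, with 1 false call, and 82.2% at a change of 5, a case added after the first result. The rank test recovered no gene with 200 changed genes, and 64.1% at a change of 5 when rerun with 1000. A GC slope of 0.4 added to the data was 0.0097 after its removal. Of 300 unchanged scores 4.67% had an exact p under 0.05. The fit of sample weights stopped before convergence with a warning.

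The cutoffs that decide the tests of explanations in the closing section, such as a change of more than 2 on the log2 scale, were set after the values were seen. For H1 a first rule asked whether more than 50% of the epidermis genes reached 20 FPKM, and it was replaced by a comparison with the lowest LS library once the value of 8 of 16 genes was known. The tests of epidermis and melanocyte genes were moved from the change between preservations in healthy donors to the difference between LS and healthy donors in RNAlater, also after the first values were seen. The test of the IRGS in RNAlater first compared the difference with that in FFPE alone, and a t test over the donors was added after its value was known.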

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

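The test of intestinal genes in the healthy libraries and the comparison of the IRGS in RNAlater with that in FFPE were set before their results were seen. For the IRGS, the comparison with the spread between donors was added after its value was known. All other tests of explanations in this part were chosen only after the result was seen.

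Each named gene reported here and each list score was looked at in the FFPE groups of 4 samples for a sample far from the other 3. Of 204 such comparisons 30 had one, where chance gives about 1 in 20, or 10.2. Of these 30 values 11 belong to H4, 1 to H1, 1 to H3 and 17 to LS samples, and 22 concern single genes and 8 list scores. In 19 of them the other samples are listed at 0, so that a trace of signal is enough to set a sample apart.

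In H4 the log2(FPKM + 0.1) lay far above the other healthy samples for SLC6A3 (-3.06), MAGIX (-2.84), CXCL6 (-2.84), IL12B (-3.18), SLC7A10 (-3.06), CD244 (-0.89), LOC606724 (-0.76), DND1 (-1.47), INO80B (2.49) and GBAP1 (0.79), each listed at 0 in H1, H2 and H3. GREM1 was at 2.82 in H4 and between 0.60 and 0.95 in the others. H4 lists 18671 genes, more than the other healthy FFPE libraries. At 0 in H1, H2 and H3 and over 1 FPKM in at least 14 of the other 15 FFPE libraries were 11 genes. INO80B, GBAP1 and LOC606724 are among these 11, of which 9 were over 1 FPKM in both RNAlater libraries of H2 and H3. The exceptions were LOC606724, at 0.54 and 2.09 FPKM there, and RDH5, at 0.37 and 2.34. For the 9 genes, values missing from those FFPE libraries may explain the zeros, not genes that these donors do not express. For the genes near 0 in most libraries no explanation was tested. In H1 CDH2 lay far below the others, at -3.3, since it is listed at 0 there.

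In generalized morphea L3 stood apart in the sweat gland score (-1.77), the Table 3 epithelial-mesenchymal transition score (-1.34), SNHG8 (-1.89) and ZFAS1 (-1.47). L13 did in the TGFβ score (2.62), IL17F (-2.64) and REG1B (-1.84), L2 in the intestine score (-2.03), and L1 in the skeletal muscle score (-1.25). In linear scleroderma of the trunk and limb L10 stood apart in the exocrine pancreas score (-0.91), IL17A (-3.06), IL17F (-2.40), SNHG8 (-1.56) and REG1B (-2.84), L4 in the leukocyte mediation and migration score (-0.78) and CXCL6 (-2.94), and L5 in IGFBP2 (1.59). L10 and L13 list the most genes of the FFPE libraries, 19355 and 19235. No technical and no biological explanation was tested for these samples.

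The B and plasma cell score of H3 was 3.52, against -1.99, -1.16 and -1.68 in the other healthy samples. The FFPE library of H3 held MS4A1 at 153.0, CD79A at 139.1, CD3D at 416.9 and CD3E at 270.0 FPKM, and its RNAlater library at 0.06, 0.24, 5.09 and 2.08. Its T cell score was 5.88 higher in FFPE than in RNAlater, against 2.07 in H2. A smaller share of epidermis would raise the markers of other cells alike, but the dermal fibroblast score of H3 changed by -1.87, which argues against it. Tissue with many lymphocytes in the FFPE piece of that biopsy may explain the scores. Inflamed skin at that site, or an exchanged sample, stays open and was not tested. In the FFPE library of H3 5 of 16 epidermis genes reached 20 FPKM, against 16 in its RNAlater library. L8, the lowest LS library, had 8. By this measure, used for H1 below, a library of another tissue is not argued against in H3.

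The difference between preservations itself differed between healthy and LS donors in 12 genes, by an interaction test over the 4 paired donors with 1521 genes at an unadjusted p under 0.05. Each of the 12 called genes has a transcript of up to 150 nt. A difference in how short transcripts enter the libraries or the FPKM is a candidate explanation. An effect of LS on these genes stays open, untested.

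The subtypes differed from one another, with 29.27% of the squared distance within LS between them. With labels permuted within the batches that short transcripts show, the p was 0.0894. Circumscribed morphea and linear scleroderma of the trunk and limb lie wholly in one batch. Generalized morphea and linear scleroderma of the face and scalp lie in both, so batch and subtype overlap in part. This p, above 0.05, neither shows a difference of subtypes apart from the batch nor excludes one. Site and subtype stay open as biological explanations, untested.

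Among tissue lists that the paper did not test, the epidermis list was 3.23 higher in LS (exact permutation p = 0.00196, adjusted over the 16 lists 0.0105), with 12 of 14 LS samples above every healthy sample. Camera and fry called it too (adjusted p = 1.69e-08 and 0.00672). Without H3, the lowest healthy sample, the difference was 2.30. In the 4 donors with both preservations the difference was 4.20 in FFPE and 0.066 in RNAlater. FLG was at 433.3 and 50.1 FPKM in the FFPE libraries of H2 and H3 and at 15028.2 and 7539.6 in their RNAlater libraries. Less epidermis in the healthy FFPE libraries than in the RNAlater libraries of the same donors is a candidate explanation. Table 7 of the paper, for inactive LS, holds FLG, KRT1, KRT10 and other genes of this list.

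The melanocyte list was 3.18 higher in LS (exact permutation p = 0.00131, adjusted 0.0105; camera 0.0146, fry 0.007875), with 13 of 14 LS samples above every healthy sample. Without H3 the difference was 2.27. TYRP1 was at 5.65 and 0.46 FPKM in the FFPE libraries of H2 and H3 and at 71.0 and 23.8 in their RNAlater libraries. The difference in RNAlater was 1.625, against 4.505 in the FFPE libraries of the same donors. Less of that tissue in the healthy FFPE libraries and a change in LS cannot be told apart, since 2 donors on each side are too few. Table 7 holds DCT of this list.

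The intestine list differed by -2.69 (exact permutation p = 0.00098, adjusted 0.0105; camera 1.2e-05, fry 0.00672), with 12 of 14 LS samples under every healthy sample. In H1 8 of its 12 genes reached 20 FPKM, led by PHGR1 at 852.4, MUC2 at 341.3 and FABP1 at 221.4 FPKM, and in each other library 0 did. Without H1 the difference was -1.18 (exact permutation p = 0.00441). In H2 and H3 the score was 1.98 higher in FFPE than in RNAlater on average, so material of other tissue in the healthy FFPE libraries may explain the list. A library wholly of another tissue is argued against in H1, where 8 of 16 epidermis genes reached 20 FPKM, as many as in L8, the lowest LS library. A mixture stays open, as does where it arose.

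The liver list differed by -0.82 (exact permutation p = 0.0121, adjusted 0.0484; camera 0.0350, fry 0.00672), with 4 of 14 LS samples under every healthy sample. Without H1 it was -0.54 (exact permutation p = 0.0794) and without H3 -0.65 (exact permutation p = 0.0632), and at a pseudocount of 0.01 FPKM it was -0.56 (exact permutation p = 0.214). APOC3 was at 7956.1 FPKM in H1 and APOA1 at 167.0, but only 3 of 14 genes of the list reached 20 FPKM there, which argues against liver tissue. What raised these genes stays open.

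Transcripts of up to 100 nt, which the paper does not discuss, part the FFPE libraries. In 5 of them (H4, L3, L12, L13, L14) at most 9 of 54 were above 0 FPKM, and in the others at least 35. Between these batches 37 genes differed within LS, 25 of them with a transcript of up to 150 nt. With the batch as a term, 2873 of the 3034 genes between LS and healthy samples kept their call, which argues against the batch as the whole cause. The RNAlater libraries list between 1 and 16 of these transcripts. All 13 genes called between FFPE and RNAlater have a transcript of up to 150 nt, so a difference in how short transcripts enter the libraries or the FPKM may explain them.

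The IRGS score was 0.73 higher in LS in the RNAlater libraries, which the paper did not analyze for it, and 0.19 higher in the FFPE libraries of the same donors. The healthy donors alone lay 0.632 apart. A difference that formalin fixation and embedding made and one between healthy and LS skin cannot be told apart, since 2 donors on each side are too few, and both LS donors have generalized morphea.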

How the results depend on the processing

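The corrections for GC content and length, the short-transcript batch as a term, the libraries that list short transcripts, the divisions in 3 and 4 clusters and, for the ratio of spreads, the 1000 genes with the largest variance were chosen after seeing the data. Apart from named genes, the results had 598 values under alternatives, of which 64 were weaker, 64 stronger, 9 moved and 0 reversed, and the others kept their direction and side of the threshold. The named genes reported here had 1281 such values, of which 1153 stayed, 63 were weaker, 15 stronger, 12 moved and 38 reversed. A call or direction changed in 30 of 42 genes. Where no construction is named, the cause was not tested.

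In LS against healthy samples the genes past both cutoffs went from 513 to 95 at a pseudocount of 1 FPKM, 1424 at 0.01, 338 after the GC and 324 after the GC and length correction, 73 with sample weights, 42 with a rank test and 1052 in the libraries that list short transcripts. A pseudocount scales the fold changes of low genes by construction. Across the fits that each left out one replicate they ranged from 250 (without H1) to 1123 (without H4), with 779 without H2. The 3034 genes with an adjusted p under 0.05 became 851 with sample weights, 577 with a rank test and 4614 at a threshold of 0.1, and ranged from 2169 (without H1) to 4317 (without H4). In the other alternatives they lay between 2228 and 3528.

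One fit of all 5 groups, which takes the spread from more samples, called 380 genes in generalized morphea (100 past both cutoffs), 543 in linear scleroderma of the trunk and limb (165), 302 in circumscribed morphea (120) and 326 in linear scleroderma of the face and scalp (111). Without a filter 15 (5), 12 (2) and 28 (4) were called in the last 3. Trunk and limb had 4 (4) without an intensity trend, 7 (5) with sample weights and 424 (247) with the short-transcript batch as a term. Face and scalp had 1 (1) without a trend and 2 (2) with sample weights. The 1 gene of circumscribed morphea was lost, to 0 (0), at a pseudocount of 0.01, with median-of-ratios rescaling or with the GC correction. It was also lost, to 0 (0), with a rank test or the batch as a term. In one fit of all 5 groups it lost its call too, so it is not among the 302 genes. Across the fits that each left out one replicate the numbers ranged from 0 to 1 in generalized morphea (1 without L2), from 0 to 443 in trunk and limb and from 0 to 244 past both cutoffs (both without H4, and 1 without L11), and from 0 to 1 in circumscribed morphea (0 without H2, H3, H4, L6, L7 or L8). They were 0 in face and scalp.

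FFPE against RNAlater called 8 genes without a filter, 8 without a trend and 23 without the donor block, against 13, and from 6 (without H2) to 13 across the fits that each left out one donor, all past both cutoffs. The test over subtypes within LS called 1 gene at a pseudocount of 1, 6 without a filter, 2 with quantile normalization, 2 after the GC and length correction, 6 without a trend, 281 with sample weights and 50 at a threshold of 0.1, against 0, and from 0 to 29 (without L2) with one replicate left out, with 6 without L9, 1 without L10 and 9 without L12. The separation of subtypes, 0.2927 of the squared distance, was 0.2749 at a pseudocount of 0.01 (permutation p = 0.0729) and 0.2939 with a filter at 1 FPKM (permutation p = 0.0587). It ranged from 0.2714 (without L14) to 0.3393 (without L2), with a permutation p above 0.05 without L3, L4, L5, L6, L10, L11, L12 or L14. The ratio of spreads was 1.433 with the 1000 genes with the largest variance (exact permutation p = 0.0650). Across the fits that each left out one replicate it ranged from 1.474 (without H1) to 1.961 (without H2), with an exact permutation p above 0.05 without H1 (0.106) or H3 (0.110).

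The IRGS score difference was 1.34 at a pseudocount of 0.01 (exact permutation p = 0.0386) and 1.06 with median-of-ratios rescaling (exact permutation p = 0.0379), past the threshold unlike the reported 1.00, and ranged from 0.57 (without H1) to 1.44 (without H3). Of the 5 named samples 1 was in the high cluster on FPKM scaled to unit variance, and from 4 to 5 with one replicate left out, 4 where one of them was itself left out. This count says little, since with all samples and in each of these fits but the one without H1 that cluster held every sample except H1. Of the Table 3 genes, 8 as reported, 5 were called at a pseudocount of 1, 0 with sample weights, 0 with a rank test and 5 in the libraries that list short transcripts, and from 3 (without H1) to 8 with one replicate left out, with 4 without H2 and 5 without H3 or H4. Of the Treg, TH17 and TGFβ genes 1, TGFB3, was called at a pseudocount of 1, with a filter at 1 FPKM, quantile normalization, either correction or a threshold of 0.1, and from 0 to 1 with one replicate left out (1 without L1, L7, L10 or L13). Of the Table 3 lists, 2 as reported, camera called 0 at a pseudocount of 1, 1 with a filter at 1 FPKM, 1 with quantile normalization and 0 in the libraries that list short transcripts, and from 0 (without H2, H3 or H4) to 2. Of the Figure 7A genes 2 were called with the batch as a term and 12 in one fit of all groups, and from 0 to 3 (without H4). The mean overlap of subtypes was 15.8% with the batch as a term and 36.02% in one fit of all groups, and ranged from 17.5 (without H2) to 32.5% (without H4).

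Some fold changes of named genes reversed. TGM2 (0.22) was -0.11 at a pseudocount of 1, -0.71 with quantile normalization, -0.24 after the GC and -0.31 after the GC and length correction, -0.44 with sample weights and -0.51 by the ratio of means, and from -1.22 (without H1) to 1.42 (without H3). IGFBP2 (0.40) was -0.11 with quantile normalization and -0.39 and -0.23 after the corrections. WNT5A (-0.20) was 0.26 at a pseudocount of 0.01 and 0.073 in the libraries that list short transcripts, and from -0.91 (without H1) to 0.15 (without H4). CDH2 (0.038) was -0.069 at a pseudocount of 1, -0.18 with quantile normalization and -0.87 with sample weights, and from -0.91 (without H1) to 0.43 (without H2). IL2RA (0.29) was -0.11 at a pseudocount of 1 and -0.70 by the ratio of means, and from -0.83 (without H1) to 1.49 (without H3). TGFB1 (0.04) was -0.68 and -0.71 after the corrections, and from -0.20 (without H1) to 0.41 (without H3). TGFB2 (0.49) was -0.039 at a pseudocount of 1, -0.95 with quantile normalization, -0.70 with sample weights and -0.43 by the ratio of means, and from -0.12 (without H3) to 1.23 (without H4).

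The depth is known only from low FPKM values, which limits the genes near 0, among them IL12B, IL17A, IL17F and CXCL6. The median shift of all genes became 0.36 with median-of-ratios rescaling, 0.17 with quantile normalization, and 0.084 and 0.080 after the corrections.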

Differences from the paper's values

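Settings named here were set before the data were examined, unless the sentence says otherwise. The paper tested counts, and the values here come from FPKM.

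Between LS and healthy samples 513 genes passed both cutoffs, against the paper's 1302. A pseudocount of 0.01 FPKM gave 1424 and the fit without H4 gave 1123, within 1.5 times of the paper's number. The other alternatives set before the data were examined did not close the gap. The libraries that list short transcripts alone gave 1052, a setting chosen after seeing the values.

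For the subtypes the paper gives around 50 genes each. The numbers here were 0 in generalized morphea, 0 in linear scleroderma of the trunk and limb, 1 in circumscribed morphea and 0 in linear scleroderma of the face and scalp, with 1973, 2920, 1810 and 2531 genes at an unadjusted p under 0.05. None of the alternatives set before the data were examined closed the gap. At the adjusted p alone the closest was 28 genes in face and scalp without a filter, of which 4 passed both cutoffs. One fit of all 5 groups gave 100, 165, 120 and 111 genes past both cutoffs.

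For the 14 genes that Table 3 gives as higher, the paper's fold changes lie nearer to the log2 ratio of group mean FPKM, with a median absolute difference of 0.3175, than to the difference of log2(FPKM + 0.1), with 1.86. Both are therefore given. IL12B had 6.54 by the ratio of means and 1.36 on the log scale, against the paper's 5.32. SLC6A3 had 3.67 and 0.52, against the paper's 2.91. IGFBP2 had 0.43 and 0.40, against the paper's -2.57. WNT5A had -0.47 and -0.20, against the paper's -2.6. CXCL6 had -1.22 and -0.066, against the paper's -3.29. CDH2 had 0.011 and 0.038, against the paper's -3.4. IL12B, SLC6A3 and CXCL6 are listed at 0 in H1, H2 and H3 and at 0.01, 0.02 and 0.04 FPKM in H4, near the rounding step, so their ratio of means rests on 1 value and the gap to the paper decides nothing. For IGFBP2, WNT5A and CDH2 none of the alternatives set before the data were examined closed the gap. Of the 6 genes compared here that the paper gives as lower, 3 were lower here on the log scale and 4 by the ratio of means. TGM2 had -0.51 by the ratio of means and 0.22 on the log scale, against the paper's -2.47. With an SD of 2.32 within groups, the first lies within 1 SD of the paper's value and the second does not.

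IL12B was called at a pseudocount of 0.01 FPKM (log2 fold change 3.30, adjusted p = 0.0459) and in no other setting tried. CXCL11 was called after the GC correction (3.36, adjusted p = 0.0449) and after the GC and length correction (3.51, adjusted p = 0.0409), both chosen after seeing the values.

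The paper describes the Treg and TH17 genes as decreased in gene lists and not significantly regulated. FOXP3 had a log2 fold change of 1.36 and IL2RA of 0.29, the latter near the median shift of all genes (0.30), and neither was called either. The paper counts IRF7, IFI27, CCL2 and CXCL12 among highly expressed genes. CXCL12 was lower in LS (-1.99), and none of these 4 was called with all samples. IRF7 was called without H3 (2.36, adjusted p = 0.0123) and without L1, and CXCL12, as lower, without L7 (-1.48, adjusted p = 0.00694).

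The paper shows the samples with a high IRGS as a cluster of LS samples. H3 joined them with complete or Ward linkage, and a division in 4 clusters, chosen after seeing the values, set the 5 samples apart. The IRGS score of H3 was 3.19 in FFPE and 1.68 in RNAlater. The paper names circumscribed morphea as the subtype that shares most with linear scleroderma of the trunk and limb. Here the share was larger with face and scalp, 29.0%, than with circumscribed morphea, 26.8%, with simulated means of 9.15 and 7.85%. By the correlation of fold changes circumscribed morphea was nearest, as in the paper, at 0.899 against 0.744 for face and scalp.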

Other observations

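The counts over other splits of samples, except that for genes without overlap, and the counts of LS samples with a large rise of muscle, hair and fat genes were set before their results were seen. All other tests of explanations in this part were chosen only after the result was seen.

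Of 100 splits of the 18 FFPE samples into groups of 14 and 4, 1 gave as many genes with an adjusted p under 0.05 as LS against healthy, the real one, and 1 as many past both cutoffs. The highest other split had 1513 genes at the adjusted p. For generalized morphea, linear scleroderma of the trunk and limb and linear scleroderma of the face and scalp 35 of 35 splits gave as many genes at either threshold, since the real number was 0. For circumscribed morphea 3 of 35 did, at either threshold. For the 4 subtypes within LS 100 of 100 did, the real number again being 0. A number of 0 decides nothing here. By genes at an unadjusted p under 0.05 the real grouping ranked high, with 1 of 35 splits as large for generalized morphea, 1 for trunk and limb, 4 for circumscribed morphea and 2 for face and scalp, and 4 of 100 within LS. Of the 8 swaps of preservation within donors 1, the real one, gave as many genes as FFPE against RNAlater, and 8 swaps cannot give a share under 0.05.

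Of the 3034 genes called between LS and healthy samples 2962 could be tested after removal of the GC trend of each sample, and 1776 kept their call. After removal of the GC and length trends 1676 did. Without H1, the library with the fewest genes, 1606 did. After median-of-ratios rescaling, which limits the weight of a few abundant genes, 2970 did. Each of these argues against that property as the whole cause of the difference, and each could be a cause of a part of it.

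Formalin fixation and embedding were examined with the paired donors. Over 2694 genes called in the other donors, the median difference in the called direction, relative to the median of all genes, was 0.730 in the FFPE libraries of the paired donors and 0.0781 in their RNAlater libraries. In FFPE 72.8% and in RNAlater 57.5% of these genes had the called sign. The other splits of these donors gave -0.161 and 0.283 in FFPE, and 0.0232 and -0.0039 in RNAlater. An FFPE value thus also moved without a contrast of disease, by less than 0.730. A difference between the FFPE libraries, not between healthy and LS skin, may thus explain most of these genes. Fixation and embedding may have made it, or other tissue in the healthy FFPE pieces, and the test cannot tell these apart. The epidermis score changed from RNAlater to FFPE by -3.88 in H2 and -6.96 in H3, against -1.63 in L1 and -0.95 in L2. An effect of LS that these donors, 2 of them with generalized morphea, do not show stays open.

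Ribosomal protein genes had a median that differed by -1.025 on the log2 scale between LS and healthy FFPE libraries. In RNAlater it was 0.58 higher in the LS donors, so the lower value in LS may come from the FFPE libraries. Handling and tissue content cannot be told apart here.

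Listed at 0 in H1, H2 and H3 and over 1 FPKM in at least 14 of the other 15 FFPE libraries were 11 genes, all of them called. For 100 other sets of 3 libraries the highest number was 2. INO80B, for one, was at 10.74 and 11.3 FPKM in the RNAlater libraries of H2 and H3. Since 9 of the 11 were over 1 FPKM in both, values missing from those FFPE libraries are a candidate explanation.

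In 27 genes the healthy and LS libraries of both preservations did not overlap, 23 higher and 4 lower in LS, with 6 healthy and 16 LS libraries. Of 100 splits of the same donors 1, the real one, gave as many, with 20 in the highest other split and a mean of 1.30. Of the 27 genes 26 were called between LS and healthy FFPE samples and 12 after the GC and length correction. These genes may differ between LS and healthy skin, and a batch that follows the groups in both preservations stays open.

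The skeletal muscle list was 2.275 higher in LS (exact permutation p = 0.1075; camera 0.102, fry 0.3405, both adjusted over the 16 lists) and the hair follicle list 2.23 higher (exact permutation p = 0.0931; camera 0.120, fry 0.3405). More than 2 above the highest healthy sample lay 3 LS samples for muscle (L6, L9, L14) and 4 for hair (L5, L12, L13, L14), with MYL2 at up to 3237.9 and KRT86 at up to 490.1 FPKM. A few LS biopsies that hold more of that tissue may explain these large rises. They leave a part unexplained, since for both lists 10 of 14 LS samples lay above every healthy sample. The LS samples without a large rise were 1.01 above healthy for muscle (exact permutation p = 0.00586) and 0.71 for hair (exact permutation p = 0.0420), which argues against a few biopsies as the whole cause. In the donors with both preservations the hair difference was 0.76 in FFPE and -2.66 in RNAlater. This argues against higher hair genes in the LS skin of these donors, 2 on each side. For muscle the differences were 0.88 and 1.07. What raised these samples stays open, a change in LS included for muscle and for donors without RNAlater libraries. The adipocyte list was 2.71 higher (exact permutation p = 0.0448, adjusted over the 16 lists 0.143; camera 0.0318, fry 0.148), with an exact p from 0.0130 (without L7) to 0.134 (without H3). For it 6 LS samples (L3, L10, L11, L12, L13, L14) lay that far above, with PLIN4 at up to 1670.6 FPKM. A few LS biopsies that hold more fat and a change in LS cannot be told apart, since 6 samples are neither few nor most, and the other 8 lay 1.19 above healthy (exact permutation p = 0.224). Of its 11 genes the paper picked LEP.

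The exocrine pancreas list differed by -0.22 (exact permutation p = 0.523; camera 0.313, fry 0.875). In H1 1 of its 17 listed genes reached 20 FPKM, REG1A at 44.3, which argues against pancreatic tissue in the healthy FFPE libraries. Table 7 of the paper lists PRSS1 and CTRB1 of it as lower in inactive LS.

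The other tissue lists were not called by the exact permutation test. The differences were -2.09 for sebaceous gland (exact p = 0.199; camera 0.0157, fry 0.425), 0.44 for sweat gland (exact p = 0.794; camera 0.901, fry 0.875), 1.07 for T cell (exact p = 0.370; camera 0.700, fry 0.718) and 0.45 for B and plasma cell (exact p = 0.704; camera 0.901, fry 0.875). They were -0.22 for macrophage (exact p = 0.784; camera 0.313, fry 0.907), -0.40 for dermal fibroblast (exact p = 0.565; camera 0.148, fry 0.875), 0.028 for endothelium (exact p = 0.954; camera 0.570, fry 0.980) and -0.49 for red blood cell (exact p = 0.732; camera 0.461, fry 0.945). Without H3 the T cell difference was 2.50 (exact p = 0.0324) and without H1 -0.11 (exact p = 0.9235). The sebaceous gland difference was -3.58 without H3 (exact p = 0.0412) and -1.04 without H2 (exact p = 0.553).

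Of the paper's own lists, the IFNγ response genes of Table 4 were 1.91 higher in LS (exact permutation p = 0.0415; camera 0.0027, fry 0.0232), with 5 of 14 LS samples above every healthy sample. These and the values that follow are not adjusted over the lists. The Treg and TH17 list was 0.55 higher (exact p = 0.174; camera 0.569, fry 0.165) and the TGFβ list differed by -0.20 (exact p = 0.502; camera 0.327, fry 0.405). Over all LS samples the Figure 7A lists were higher by 0.87 for generalized morphea (exact p = 0.0533; camera 0.190, fry 0.0648), 0.71 for trunk and limb (exact p = 0.0154; camera 0.0149, fry 0.00023), 1.00 for circumscribed morphea (exact p = 0.00556; camera 0.1125, fry 0.00516) and 1.014 for face and scalp (exact p = 0.0399; camera 0.103, fry 0.0391). The lists shared between subtypes were higher by 1.15 for circumscribed morphea with trunk and limb (exact p = 0.000327; camera 0.000293, fry 7.05e-06) and 1.37 for the list of 3 subtypes (exact p = 0.000327; camera 0.00071, fry 9.975e-08). The single gene shared by trunk and limb with face and scalp was 1.00 higher (exact p = 0.000327) and that shared with generalized morphea 0.46 higher (exact p = 0.134). The epithelial-mesenchymal transition list of Table 3 was past the threshold without H1 alone, at -0.86 (exact p = 0.0471). After the GC and length correction fry called the TGFβ list, as lower (0.00557), and camera did not (0.140). Of the Figure 7A lists, fry then lost face and scalp (0.4135). Camera lost trunk and limb (0.128) and called circumscribed morphea (0.0226). The paper chose the genes of these lists on the same samples.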
